# Interplay between RNA interference and heat shock response systems in *Drosophila melanogaster*

**DOI:** 10.1098/rsob.160224

**Published:** 2016-10-19

**Authors:** S. Yu Funikov, S. S. Ryazansky, A. A. Kanapin, M. D. Logacheva, A. A. Penin, A. V. Snezhkina, V. Yu. Shilova, D. G. Garbuz, M. B. Evgen'ev, O. G. Zatsepina

**Keywords:** *Drosophila melanogaster*, heat shock, microRNA, *hsp70*

## Abstract

The genome expression pattern is strongly modified during the heat shock response (HSR) to form an adaptive state. This may be partly achieved by modulating microRNA levels that control the expression of a great number of genes that are embedded within the gene circuitry. Here, we investigated the cross-talk between two highly conserved and universal house-keeping systems, the HSR and microRNA machinery, in *Drosophila melanogaster*. We demonstrated that pronounced interstrain differences in the microRNA levels are alleviated after heat shock (HS) to form a uniform microRNA pattern. However, individual strains exhibit different patterns of microRNA expression during the course of recovery. Importantly, HS-regulated microRNAs may target functionally similar HS-responsive genes involved in the HSR. Despite the observed general downregulation of primary microRNA precursor expression as well as core microRNA pathway genes after HS, the levels of many mature microRNAs are upregulated. This indicates that the regulation of miRNA expression after HS occurs at transcriptional and post-transcriptional levels. It was also shown that deletion of all *hsp70* genes had no significant effect on microRNA biogenesis but might influence the dynamics of microRNA expression during the HSR.

## 1. Introduction

All living organisms depend on the interaction of a complex set of biochemical reactions directed at maintaining the dynamic homeostatic balance in cells [1]. However, even short-term drastic environmental changes such as temperature elevation (i.e. heat shock, HS) force the cells to adapt by adjusting the basic gene expression profile [1–3]. One of the mechanisms by which it is possible to achieve rapid modulation of cellular metabolism is the regulation of the microRNA (miRNA) expression and function.

miRNAs are a class of small non-coding RNAs approximately 21–23 nucleotides in length that originate from RNA polymerase II (Pol II) produced transcripts to form a stem-loop structure via digestion with RNase III enzymes, including the Drosha/DGCR8 complex in the nucleus and Dicer in the cytoplasm [4,5]. Processed or mature miRNAs bind to Argonaute (Ago) proteins and form the RNA-induced silencing complex (RISC), which is capable of recognizing complementary sites in the target mRNA located primarily in the 3′ untranslated regions [4,5]. As miRNAs control protein synthesis by promoting either target mRNA degradation or translation inhibition, they play essential roles in various vital processes, including cell proliferation, differentiation, development and senescence [4,6,7].

The regulatory potential of miRNAs is enormous. That is, more than 60% of protein-coding genes are predicted as targets for miRNA regulation [8]. Generally, one miRNA targets a set of mRNAs, and one mRNA may represent a potential target for multiple miRNAs. Owing to this property, miRNAs and their targets form a complex regulatory network [9,10]. When cells undergo metabolic imbalance upon encountering stress stimuli, miRNAs serve as a convenient molecular tool for either tuning or re-programming the genome expression pattern [11,12]. A number of studies have demonstrated that stress, in particular HS, can alter the expression level of miRNAs and affect RISC function [13–18]. Genes involved in miRNA-mediated silencing can themselves be targets for regulation upon stress. For example, mRNA translational repression of cationic amino acid transporter 1 (CAT-1) by miR-122 is relieved upon exposure to a stress such as amino acid starvation [19]. Later, it was shown that modification of Ago2 by poly(ADP-ribose) increases during stress and results in the relief of a subset of mRNAs from miRNA-mediated translational repression in human cells [20]. It was also shown that p38 mitogen-activated protein kinase (MAPK) directly phosphorylates Drosha and reduces its interaction with DGCR8 (Pasha in *Drosophila*) under stress conditions [21]. Thus, one may conclude that a general reduction in the efficacy of miRNA-mediated silencing occurs during stress exposure. However, the mechanisms underlying the regulation of miRNA expression during the HSR are poorly defined. In particular, it is unclear how miRNA contributions modulate the formation of an adaptive gene expression profile.

Stress stimuli, especially severe HS, induce the phosphorylation of eukaryotic initiation factor 2α (eIF2α) and lead to a shutdown of protein synthesis at the stage of translation initiation [22,23]. Several studies have shown that HS-induced accumulation and decay rates of Hsp70 positively correlate with the rate of recovery of normal-functioning translation machinery after stress termination [23–25]. The important question in this context is how the dynamics of this recovery of HS-repressed protein synthesis contribute to miRNA expression modulation and whether there are differences in the miRNA expression pattern after severe HS in strain lacking *hsp70* genes.

Herein, we analysed deep-sequencing data of miRNA expression upon severe HS in the process of chaperone-driven recovery of normal protein synthesis in several *Drosophila melanogaster* strains. We also investigated the possible participation of the major stress protein Hsp70 in the modulation of the miRNA expression pattern in *D. melanogaster* under stress conditions*.* We performed this analysis using a *D. melanogaster ‘hsp70^−^* strain’ that lacks all *hsp70* genes [26]. Recently, using the same model system, we analysed the deep-sequencing data of piRNA expression after HS treatment and demonstrated that HS results in strain-specific expression modulation of certain double-stranded piRNA clusters [27].

We explored various bioinformatics approaches to analyse the obtained deep-sequencing data of miRNA expression during the HSR and demonstrated that the expression levels of miRNAs in the compared *D. melanogaster* strains exhibit significantly more differences under control conditions (25°C) than after severe HS. After stress, miRNA expression tends to form a similar expression pattern in all *Drosophila* strains investigated so far, including strains lacking *hsp70* genes. We also performed a gene ontology (GO) analysis of potential targets of HS-responsive miRNAs and compared our results with known HS transcriptome data to determine the degree to which the observed miRNA expression modulation correlates with transcription levels of corresponding HS-regulated targets during the HSR.

## 2. Results

### 2.1. Translational patterns after heat shock are strikingly different in the *hsp70^−^* strain and control strains

We used three *D. melanogaster* strains in our experiments, including a strain carrying a deletion of all *hsp70* genes (*hsp70^−^* strain) [26]. The two other strains contain a normal set of *hsp70* genes and include *w^1118^*, which is an ancestor of the *hsp70^−^* strain, and an unrelated strain *yw*. The heat treatment conditions and recovery intervals after HS were empirically established based on the physiological characteristics of the response of *Drosophila* cells to severe HS [23,24,28].

In our experiments, short-term severe HS (38.5°C for 30 min) in *D. melanogaster* led to an almost complete temporal shutdown of the de novo synthesis of [^35^S]-labelled Met proteins in larval salivary glands and the induction of heat shock protein (Hsp) synthesis immediately after HS termination (figure 1*a*). After a 6 h recovery period, the original protein levels were mostly restored in the strains with the normal set of *hsp70* genes; in contrast, the synthesis of most cellular proteins was still strongly inhibited at this time point in the *hsp70^−^* strain (figure 1*a*), confirming the crucial role of Hsp70 in protein synthesis restoration, as was previously demonstrated [23,24,28]. Notably, maximal Hsp70 synthesis was achieved 6 h after HS in the control strain (figure 1*b*). Based on these results, we considered this time interval (6 h after HS) as a pivotal time point that allows the miRNA expression pattern to be compared between strains, with specific attention on the *hsp70^−^* strain in the context of the strikingly different protein levels.

**Figure 1.**
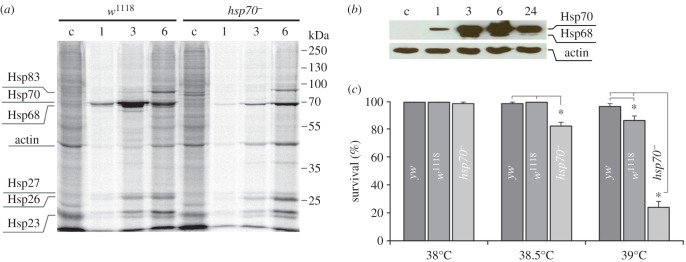
The peculiarities of the HSR in the studied *D. melanogaster* strains. (*a*) Incorporation of [^35^S]-methionine in *Drosophila* salivary gland proteins in the *w^1118^* and *hsp70^−^* strains indicates diverse recovery rates of original protein synthesis levels between the compared strains. Although strong induction of Hsp70 served as the major indicator of the HSR in the control *w^1118^* strain, Hsp70 was not synthesized in the *hsp70^−^* strain, as expected; however, Hsp68 and a group of small Hsps were induced. Six hours after HS, the *w^1118^* strain exhibited the original level of total protein synthesis, whereas protein synthesis was not fully recovered in the strain lacking *hsp70* genes. Equal amounts of proteins were loaded in all lanes. (*b*) Western blot of protein extracts from the *w^1118^* strain shows Hsp70 levels at the indicated times of recovery after HS treatment (38.5°C for 30 min). (*c*) The survival of adult y*w*, *w^1118^* and *hsp70^−^* flies after severe HS exposure. The flies of the *w^1118^* strain exhibited reduced survival compared with the *yw* strain (86% and 96%, respectively, *p* < 0.05) when subjected to a higher temperature (39°C), indicating that flies of the *yw* strain have greater thermoresistance. c, control conditions (25°C); 1, 3, 6 and 24 indicate the recovery time (hours) after HS exposure termination. *p ≤ 0.05; the error bars represent the standard deviation.

Thermotolerance experiments demonstrated that the temperature treatment used (38.5°C for 30 min) represents a survival threshold for the *hsp70^−^* strain. The flies from this strain showed significantly reduced survival (approx. 80%, *p* < 0.05) after HS exposure, whereas the survival values for the other strains with a normal set of *hsp70* genes were nearly 100% after this treatment (figure 1*c*). Based on these observations, we proposed that if the cellular activity of Hsp70 somehow affects miRNA biogenesis, then the expected changes in the miRNA expression pattern should be more drastic after the severe HS implemented in the aforementioned experiments.

Therefore, taking into account all these results, we sequenced small RNA libraries obtained from adult females of the three *D. melanogaster* strains after HS treatment. 

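Small RNA libraries came from whole adult females, 3 to 5 days old, of the w1118, hsp70- and yw strains. The flies were kept at 25°C (control) or given HS at 38.5°C for 30 min and left to recover for 1, 6 or 24 h. Each of the 12 groups of strain and time point had 2 libraries, which makes 24 libraries. The paper's methods state 2 biological replicates for each sample except that of yw at 24 h. The authors deposited the number of reads they counted on each of 426 miRNA arms, without normalization, and the same counts as RPM. The files name the third strain w, and these libraries were taken as the paper's yw. Strain names follow the labels throughout, and many values that depend on them are also given with the names w1118 and yw exchanged. This alternative was chosen after seeing the data. Strain values given without it depend on the names in the same way. Between 947183 and 6934652 reads per library were counted on miRNAs. The yw 24 h libraries held 947183 and 1928588 of these reads, and the w1118 control libraries 6600548 and 6905533. The smallest value the depth can show, 3 counts of the total, was 3.17 CPM (counts scaled to the library total) in the shallowest library and 0.43 in the deepest. Counts were normalized by edgeR's TMM method, and groups were compared with edgeR's quasi-likelihood test in 1 fit of all 24 libraries. No sequencing dates or batches are known for these libraries, so a difference between groups cannot be told apart from a difference between batches.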

The samples for comparison were prepared after 1, 6 and 24 h HS recovery periods to examine the kinetics of miRNA expression modulation during the HSR.

### 2.2. *Drosophila melanogaster* strains exhibit significant differences in miRNA levels under normal conditions that are alleviated by heat shock

To identify the miRNAs with significant changes in expression after HS exposure, we set a threshold and only considered expression changes no less than log_2_FC ≥ 1.5. Furthermore, we discarded miRNAs with less than 50 counts as lowly expressed. 

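Of the 426 miRNA arms in the files, 405 had at least 1 count in some library. The filter kept the 179 arms that had at least 50 counts in at least 2 of the 24 libraries. Only 88 arms had at least 50 counts in every library. A miRNA was called differentially expressed when its absolute log2 fold change was at least 1.5 and its adjusted p from edgeR was at most 0.05. The coefficient of variation between replicates beyond sampling noise, the square root of edgeR's common dispersion, was 0.43. The filter decided much of the count of miRNAs that differed between strains in at least 1 of 12 comparisons, which was 87 with it, 135 without any filter and 38 when every library had to reach 50 counts.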

We also performed correlation analysis and principal component analysis (PCA), which showed a high degree of miRNA expression similarity between biological replicates (electronic supplementary material, figure S1). 

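Over the 179 miRNAs past the filter, Pearson's r of log2(RPM + 1) between the replicates of a group was 0.974 on average (SD 0.018, n = 12 pairs of replicates). It ranged from 0.923 in w1118 at 24 h to 0.988 in yw at 24 h. Libraries of different groups had a mean r of 0.935, with a range from 0.867 to 0.986, so the ranges overlapped. For 15 of the 24 libraries, the nearest library was its own replicate. In every pair, the replicates differed by more than sampling noise, and the smallest ratio of the chi-square statistic to its degrees of freedom was 196 in hsp70- at 24 h. The first 3 principal components held 32.8%, 18.5% and 14.1% of the variance. These correlations are across miRNAs, which are not independent replicates. Keeping every miRNA moved the mean r of replicates most, to 0.986. The paper reads its correlation and PCA plots as a high similarity of biological replicates.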

Initially, we performed a pairwise analysis of the differential expression of miRNAs between the strains at all of the time intervals after HS and identified 73 (*P*_adj_ ≤ 0.05) differentially expressed miRNAs (electronic supplementary material, figure S2).

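At least 1 of the 12 comparisons between strains called 87 miRNAs differentially expressed. Between w1118 and hsp70-, 31 miRNAs differed at control, 34 at 1 h, 32 at 6 h and 4 at 24 h. Between w1118 and yw the numbers were 40, 22, 24 and 9, and between yw and hsp70- they were 6, 1, 0 and 2. In each comparison with a call, the largest change among miRNAs whose replicates were fully apart was that of 1 of 4 miRNAs. The first, miR-1004-5p, is encoded in an intron of CG43707 on chromosome 2L of BDGP6, from 3767621 to 3767688. At control its normalized CPM were 21.7 and 26.2 in the w1118 replicates, and no count was found in either hsp70- replicate. The log2 fold change was 9.55 (standard error 1.30, adjusted p = 0.0014 from edgeR). It had the largest change between w1118 and hsp70- at all 4 time points and between w1118 and yw at 1 and 6 h. The second, miR-968-5p, lies on 2L from 13747748 to 13747839 in an exon of lncRNA:CR45913. It differed by a log2 fold change of 11.0 between w1118 and yw at control (standard error 2.6, adjusted p = 0.0070 from edgeR), with 60.1 and 72.5 normalized CPM in w1118 and none in yw. The third, miR-986-5p, lies in an intron of Cyp4e2 on 2R from 8444982 to 8445081. In yw it had 4.9 and 1.2 normalized CPM at control, against 1802 and 2729 in hsp70- (log2 fold change -9.57, standard error 0.77, adjusted p = 4.1e-08 from edgeR). At 24 h its log2 fold change was 11.1 between w1118 and yw and -10.9 between yw and hsp70-. The last, miR-966-5p, is encoded in an intron of Pfas on 2L from 6045627 to 6045713. Its log2 fold change between yw and hsp70- at 1 h was -3.95 (standard error 0.73, adjusted p = 0.0068 from edgeR), and both yw libraries were below both hsp70- libraries. The total of 87 miRNAs became 135 without the count filter and 38 with at least 50 counts in every library.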

We divided the HS-responsive miRNAs into two classes (electronic supplementary material, figure S2). The first class represents differentially expressed miRNAs that were detected when comparing the strains under normal physiological conditions (25°C). 

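Under control conditions, 51 miRNAs differed in at least 1 pair of strains and so formed class 1. There were 31 of them between w1118 and hsp70-, of which 17 were higher in w1118. Of the 40 between w1118 and yw, 17 were higher in w1118, and of the 6 between yw and hsp70-, 3 were higher in yw. Each of these calls also required a change larger than the spread that edgeR estimated between replicates. The root mean square (RMS) difference in log2 CPM over all 179 miRNAs was 1.78 between w1118 and hsp70-, 1.91 between w1118 and yw and 1.38 between yw and hsp70-. The same measure between the replicates of a strain was at most 0.83 at control. After the names w1118 and yw were exchanged, an alternative chosen after seeing the data, 6 miRNAs differed between w1118 and hsp70- and 31 between yw and hsp70-. Leaving out 1 library at a time lowered the 31 calls between w1118 and hsp70- to between 1 and 28.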

We demonstrated that the interstrain differences in the miRNA expression of class #1 miRNAs were alleviated after HS, resulting in a highly similar miRNA expression pattern in all of the studied strains (figure 2*a*; electronic supplementary material, S2). 

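Of the 31 class 1 miRNAs of w1118 and hsp70-, 15 still differed in the same direction at 1 h, 4 at 6 h and 4 at 24 h. For w1118 and yw, 9, 6 and 5 of 40 remained at these times, and for yw and hsp70-, 0, 0 and 1 of 6. Over the 3 pairs, 31.2% of the differences at control remained at 1 h (95% Wilson interval 21.9 to 42.2%, 24 of 77). The share was 13.0% at both 6 and 24 h (7.2 to 22.3%, 10 of 77). A miRNA can enter for more than 1 pair and the pairs share libraries, so these intervals are too narrow. Class 1 is chosen at control, so part of this fall can come from the choice itself. The reverse count starts from the differences after HS. At 1 h, 42.1% of them were also present at control (30.2 to 55.0%, 24 of 57), at 6 h 17.9% (10.0 to 29.8%, 10 of 56) and at 24 h 66.7% (41.7 to 84.8%, 10 of 15). A measure over all 179 miRNAs, without such a choice, is the RMS difference in log2 CPM between libraries of different strains. Its mean over the 3 pairs was 1.69 at control (SD 0.27 over 12 pairs of libraries), 1.41 at 1 h (SD 0.25), 1.38 at 6 h (SD 0.32) and 1.49 at 24 h (SD 0.19). These SDs also hold the differences between the 3 pairs of strains, so they cannot decide whether the mean fell, and the falls were not tested. Between w1118 and yw, the pairs of libraries ranged from 1.73 to 2.07 at control and from 1.44 to 1.49 at 1 h, without overlap. For the other pairs of strains, the ranges at control and 1 h overlapped. At 6 h only the range of w1118 and hsp70- overlapped with that at control. Requiring at least 50 counts in every library changed the mean over the 3 pairs to 1.06 at control, 1.11 at 1 h, 0.94 at 6 h and 0.93 at 24 h.

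**Figure D1:**
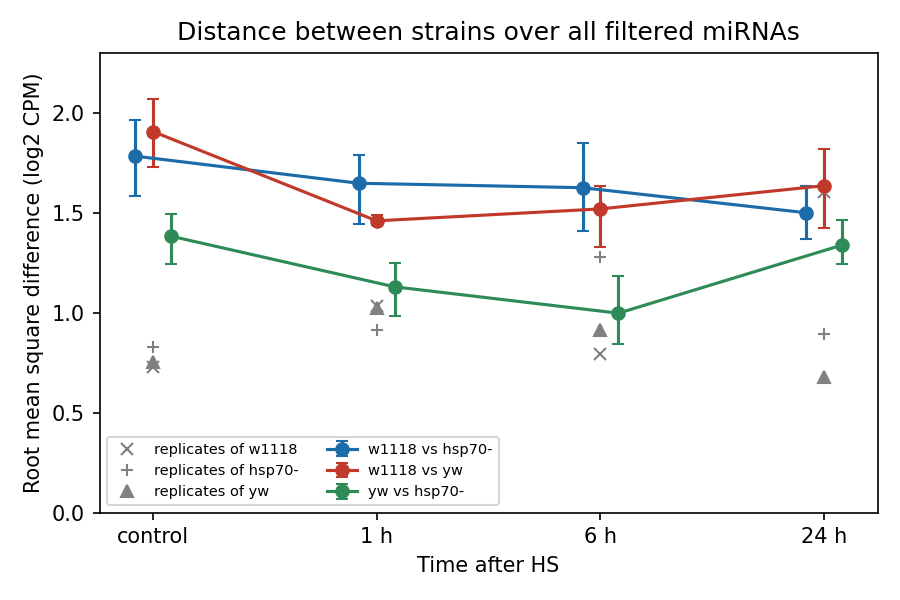
RMS difference in log2 CPM between libraries of 2 strains (y axis) at control and at 1, 6 and 24 h after HS (x axis), with the difference between replicates for comparison. The pairs with w1118 lie at 1.78 and 1.91 at control and at 1.65 and 1.46 at 1 h.

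From the loss of class 1 differences, the paper concludes that HS brings the miRNA expression of the strains to a similar pattern.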

Notably, these changes represent different fluctuations in miRNA expression (upregulation or downregulation) in each strain.

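At 1 h after HS, 33 of the 51 class 1 miRNAs were above their control level in w1118 and 18 below it. The same miRNAs went up in 32 cases and down in 19 in hsp70-, and up in 31 and down in 20 in yw. Few of these changes were past the threshold. In w1118 there was 1, downwards. In hsp70- there were 7, all upwards, and in yw 3 upwards and 3 downwards. The RMS log2 fold change of the 51 miRNAs was 1.22 in w1118, 2.23 in hsp70- and 2.38 in yw.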

**Figure 2.**
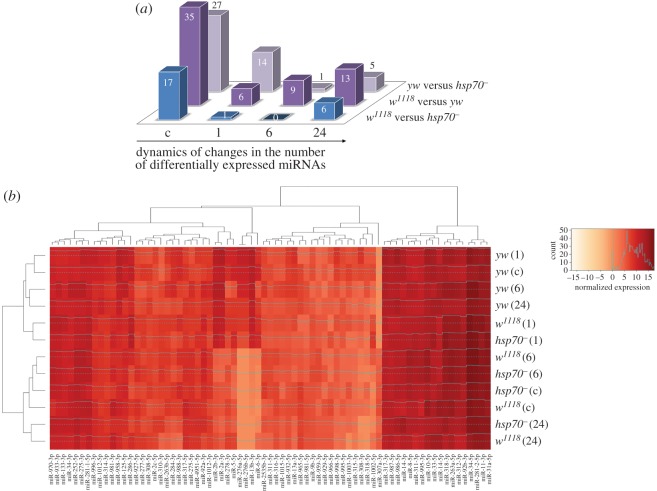
miRNA expression is adjusted to similar levels after HS treatment in all of the studied *D. melanogaster* strains. (*a*) The interstrain differences in the miRNA expression levels among all of the studied strains were substantially reduced after HS and tended to recover at 24 h. Six hours after HS, miRNAs exhibited an almost identical expression pattern in the closely related strains *w^1118^* and *hsp70^−^*; a rather similar pattern was observed in these strains and the unrelated (*yw*) strain. (*b*) Heat map of the expression values of 73 differentially expressed miRNAs. It is evident that although the miRNA expression profiles in the studied *D. melanogaster* strains are different under normal conditions, they all tended to form a similar expression profile 1 h after HS. The miRNA expression pattern of the *yw* strain in response to HS did not differ drastically during recovery; hence, this strain is more stable with regard to miRNA synthesis. ‘Count’ indicates the number of miRNAs expressed within a particular range of normalized expression values. c, control conditions (25°C); 1, 6 and 24 indicate the recovery time (hours) after termination of HS exposure.

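At 6 h after HS, 32 miRNAs differed between w1118 and hsp70-, 19 of them higher in w1118. Between w1118 and yw there were 24, of which 16 were higher in w1118, and between yw and hsp70- there were none. The RMS difference in log2 CPM was 1.63 between w1118 and hsp70- (range 1.41 to 1.85 over 4 pairs of libraries) and 1.52 between w1118 and yw (1.33 to 1.63). Between yw and hsp70- it was 1.00 (0.84 to 1.19). This is below the 1.28 between the hsp70- replicates and above the 0.91 between the yw replicates. The alternative that moved these counts most, chosen after seeing the data, exchanges the names w1118 and yw. No miRNA then differed between w1118 and hsp70-, and 32 differed between yw and hsp70-. The 32 also rest on single libraries. Leaving out 1 library at a time gave between 2 and 26 miRNAs between w1118 and hsp70-, with the lowest number without hsp70- 6 h replicate 1. With at least 50 counts in every library there were 14. The paper describes the patterns of w1118 and hsp70- as almost identical at this time.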

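The number of strain differences, summed over the 3 pairs, was 77 at control, 57 at 1 h, 56 at 6 h and 15 at 24 h. At 1 h the RMS difference in log2 CPM was 1.65 between w1118 and hsp70-, 1.46 between w1118 and yw and 1.13 between yw and hsp70-. Replicates at 1 h differed by 1.03 in w1118, 0.91 in hsp70- and 1.03 in yw. The means of all 3 pairs were below those at control. Every pair of libraries with w1118 was farther apart than the replicates, whereas those of yw and hsp70- ranged from 0.99 to 1.25 and so overlapped with the replicates. With at least 50 counts in every library, the mean over the 3 pairs was 1.06 at control and 1.11 at 1 h. After every library was thinned to 947183 counts, an alternative chosen after seeing the data, the sums were 71, 52, 44 and 14. The paper reads its heat map as a common profile of the strains at 1 h.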

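In yw, 15 miRNAs changed from control at 1 h (4 up, 11 down), 10 at 6 h (4 up, 6 down) and 6 at 24 h (1 up, 5 down). In w1118 there were 5 (1 up, 4 down), 14 (12 up, 2 down) and 4 (1 up, 3 down), and in hsp70- 18 (11 up, 7 down), 2 (both down) and 0. The largest change in yw was that of miR-986-5p, which rose from 4.9 and 1.2 normalized CPM to 646 and 762 at 1 h (log2 fold change 7.88, standard error 0.73, adjusted p = 4.0e-07 from edgeR). It was still raised at 6 h, with a log2 fold change of 8.42, and at 24 h it had 2.7 and 1.1 normalized CPM. Such a rise and return cannot be told apart from a difference in the samples or batches of these groups. No check for exchanged or mixed samples was made for yw. At 24 h, the largest change in yw was that of miR-313-5p (-2.87, standard error 0.64, adjusted p = 0.023 from edgeR), which is encoded between genes on 2R from 20584190 to 20584260. In w1118 the largest changes were those of miR-263a-3p at 1 h (-3.50), miR-932-3p at 6 h (2.76) and miR-968-5p at 24 h (-5.79). In hsp70- they were those of miR-1002-5p at 1 h (7.52) and miR-965-5p at 6 h (-2.97). Each of these 8 changes had the replicates of the 2 time points fully apart. The change itself differed between w1118 and yw for 11 miRNAs at 1 h, 13 at 6 h and 3 at 24 h. It differed between yw and hsp70- for 14, 2 and 0, and between w1118 and hsp70- for 0, 3 and 0. Over the differentially expressed miRNAs, the mean Euclidean distance between the time points of a strain was 15.0 in yw, 13.0 in w1118 and 11.8 in hsp70-. In the fits without a count filter, 30, 22 and 22 miRNAs changed in yw. In these fits, as with the filter, more changed in hsp70- at 1 h and in w1118 at 6 h, and fewer in both at 24 h. Once the names w1118 and yw were exchanged, as decided after seeing the data, yw had 5, 14 and 4 changes. From its heat map, the paper calls yw a more stable strain.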

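By the paper's definition, 36 miRNAs fell in class 2, since they differed between strains only after HS. Between w1118 and hsp70-, 19 miRNAs that were similar at control differed at 1 h and 28 at 6 h. Between w1118 and yw these numbers were 12 and 17, and between yw and hsp70- they were 1 and 0. A miRNA that misses the threshold at control can still differ there by less, and the difference between the 2 time points was tested by itself. Of all miRNAs, 0 had a different change from control in w1118 and hsp70- at 1 h and 3 at 6 h. Without the count filter, 11 and 33 miRNAs did. At 6 h a block for the replicate number also raised the number, whereas the filter on every library lowered it.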

The second class comprises miRNAs that are characterized by similar levels under normal conditions but exhibit significant changes over the course of the HSR (electronic supplementary material, figure S2). 

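At 24 h, 0 miRNAs of class 2 differed between w1118 and hsp70-, 4 between w1118 and yw and 1 between yw and hsp70-. At 6 h the numbers had been 28, 17 and 0. The replicates of w1118 were farthest apart at 24 h, with an RMS difference in log2 CPM of 1.60 against 0.80 at 6 h, which limits what can be detected there. Leaving out a single library gave between 0 and 14 differences of any class between w1118 and hsp70- at 24 h, where 4 were found with all libraries.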

Similar to the class #1 miRNAs, class #2 miRNAs gradually tended to return to their original strain-specific expression levels over the course of the recovery period after HS. Notably, in the closely related strains *w^1118^* and *hsp70^−^*, miRNAs belonging to both classes exhibited fewer differences in miRNA expression levels compared with the unrelated *yw* strain (electronic supplementary material, figure S2).

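Counted by pair of strains, w1118 and hsp70- differed in 31 miRNAs at control, against 40 for w1118 and yw and 6 for yw and hsp70-. In class 2, the pair w1118 and hsp70- had 19 miRNAs at 1 h and 28 at 6 h, whereas w1118 and yw had 12 and 17. With the names w1118 and yw exchanged (chosen after seeing the data), w1118 and hsp70- differed in 6 miRNAs at control, 1 at 1 h, 0 at 6 h and 2 at 24 h. The paper relates fewer differences between w1118 and hsp70- to the close relation of these strains.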

As expected, the expression patterns of HS-responsive miRNAs of closely related strains (*w^1118^* and *hsp70^−^*) were clustered together at almost all of the time intervals and were not clustered with the unrelated *yw* strain (figure 2*b*). 

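Group means of log2 CPM of the 87 differentially expressed miRNAs were clustered by Euclidean distance with complete linkage. The first split of the tree put the 4 time points of w1118 on a branch of their own, and all groups of hsp70- and yw on the other. These miRNAs were chosen as differing between strains, and most of the calls involved w1118. Part of this split can therefore come from the choice. Over all 179 miRNAs, the library nearest to w1118 24 h replicate 1 was yw 6 h replicate 1. The other w1118 libraries were nearest to a w1118 library. Within the second branch, hsp70- at 6 h was nearest to yw at 6 h (distance 6.7), and yw at control was nearest to yw at 24 h (13.3). The nearest group of hsp70- at control was hsp70- at 24 h (9.3). With the names w1118 and yw exchanged in the labels, a change made after the data were seen, the branch of its own belongs to yw. The paper attributes the joint clustering of w1118 and hsp70- to their relatedness.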

However, 1 h after HS, the miRNA expression patterns in the *w^1118^* and *hsp70^−^* strains exhibited more similarity to the *yw* strain miRNA expression pattern rather than with their own at other time intervals (figure 2*b*). 

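For w1118 at 1 h the nearest group was w1118 at control (distance 10.6), while its distance to yw at 1 h was 15.4. For hsp70- at 1 h the nearest group was yw at 1 h (9.2), closer than hsp70- at 6 h (10.4), 24 h (14.4) or control (15.7). In the tree, the height at which w1118 at 1 h joins yw at 1 h exceeded the mean height at which it joins its own other time points by 10.8. For hsp70- the same difference was -6.5, so hsp70- at 1 h joined yw at 1 h first. These height differences were not tested. With each library left out in turn, the difference stayed between 3.5 and 12.4 for w1118 and between -16.1 and -4.9 for hsp70-. An exchange of the names w1118 and yw, tried after seeing the data, gave 8.0 for w1118 and 9.6 for hsp70-. The paper concludes that the patterns of w1118 and hsp70- at 1 h are closer to yw than to their own at other times.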

It is important to note that, because all 73 HS-responsive miRNAs were included in this analysis, both of the identified classes of differentially expressed miRNAs described above are apparently involved in the formation of a uniform miRNA expression pattern after HS.

Initially, we expected that deletion of all of the *hsp70* genes would have a more pronounced impact on miRNA expression after HS than interstrain polymorphisms. The accumulated data demonstrated that miRNAs may change their expression level after HS (both upregulation and downregulation) depending on their original strain-specific level.

### 2.3. Different groups of miRNAs that are levelled by heat shock regulate functionally similar genes during the heat shock response

Most of the levelled miRNAs exhibited interstrain expression polymorphism under normal conditions (electronic supplementary material, figure S2). 

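Of the strain differences found at 1 h, 42.1% were already present at control with the same sign (24 of 57, 95% Wilson interval 30.2 to 55.0%). At 6 h the share was 17.9% (10 of 56, 10.0 to 29.8%), and at 24 h it was 66.7% (10 of 15, 41.7 to 84.8%). The interval at 24 h is wide because only 15 differences were found. All of these intervals treat miRNAs that enter for more than 1 pair as independent, so they are too narrow. Of the 87 miRNAs that differed in any comparison, 51 differed at control and 36 only after HS. Among the alternatives, the share at 24 h moved most when at least 50 counts were required in every library, to 28.6%.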

Although the levelling effect after HS was observed in all of the studied strains, the nature of the affected miRNAs varied significantly among the strains (figure 3*a*). 

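Of the 51 class 1 miRNAs, 9 differed only between w1118 and hsp70-, 14 only between w1118 and yw and 2 only between yw and hsp70-. Another 22 differed in both pairs with w1118, and 4 in both pairs with yw. None differed in both pairs with hsp70- alone, and none in all 3 pairs. These sets rest on the calls at control, of which there were, with the filter on every library, 9 of w1118 and hsp70-, 12 of w1118 and yw and 4 of yw and hsp70-. From such sets the paper concludes that different miRNAs are levelled in different strains.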

Therefore, we defined ‘common’ miRNAs as those levelled by HS in all strains, ‘shared’ miRNAs as those shared by any two strains used and, finally, ‘unique’ miRNAs as those levelled in only one strain (figure 3*a*; electronic supplementary material, table S2). We propose that, despite the disparate sets of levelled miRNAs, they are involved in the regulation of similar biological processes during the course of the HSR.

**Figure 3.**
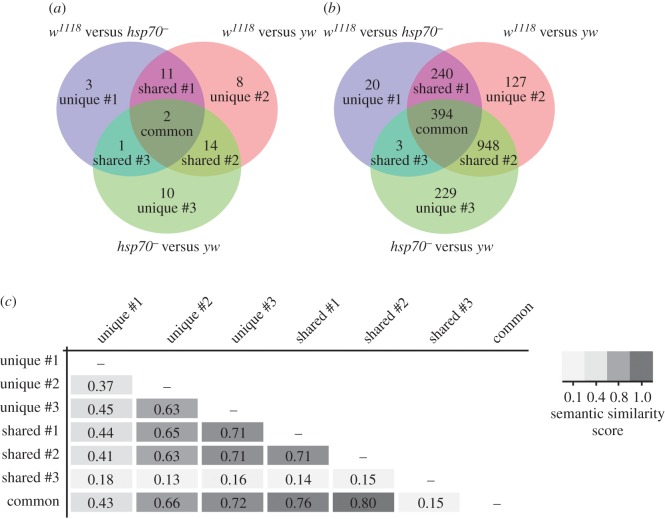
Analysis of the predicted target genes of levelled miRNAs (class #1 miRNAs). (*a*) Venn diagram of all of the miRNAs belonging to class #1. For a description of the defined miRNA classes, see the text. (*b*) Venn diagram of all of the predicted target genes in the corresponding groups. (*c*) Analysis of semantic similarity of the enriched GO terms in all of the levelled miRNA groups (*p* ≤ 0.05).

To test this hypothesis, we tested the similarity of the GO classification with regard to the predicted targets of the HS-responsive levelled miRNA belonging to class #1. The final list of target genes was not overly large for unique group #1 and shared group #3, in which 20 and three genes were regulated, respectively (figure 3*b*). 

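Both miRNAs of the common group come from 1 transcript, lncRNA:CR44504 on chromosome 2R of BDGP6, where mir-286 lies from 19661422 to 19661521 and mir-5 from 19661158 to 19661226. At control, miR-286-3p had 774 and 569 normalized CPM in w1118, 12.5 and 44.4 in hsp70- and 81 and 157 in yw. The log2 fold change between w1118 and hsp70- was 4.56 (standard error 1.42, adjusted p = 0.030 from edgeR). Between w1118 and yw it was 2.49 (standard error 1.30, adjusted p = 0.17), and between yw and hsp70- 2.07 (standard error 1.29, adjusted p = 0.37). For miR-5-5p the control values were 225 and 445 in w1118, 4.4 and 4.0 in hsp70- and 23 and 17 in yw. Its log2 fold change was 6.30 between w1118 and hsp70- (standard error 1.44, adjusted p = 0.011), 4.05 between w1118 and yw (1.29, adjusted p = 0.030) and 2.24 between yw and hsp70- (1.26, adjusted p = 0.29). At 1 h no pair of strains differed in either miRNA at this depth. The log2 fold changes then lay between -0.83 and -0.07 for miR-286-3p and between -1.26 and 1.70 for miR-5-5p, with standard errors above 1.1. The w1118 replicates at 1 h were far apart, with 1590 and 121 normalized CPM of miR-286-3p. Leaving out the first of these replicates lowered the log2 fold change of miR-286-3p between w1118 and hsp70- at 1 h to -3.65.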

In contrast, the other groups comprised a large number of targets; a common group of levelled miRNAs (miR-286-3p and miR-5-5p) may target 394 genes involved in most of the cellular processes regulated by levelled miRNAs (figure 3*b*; electronic supplementary material, S3). Importantly, different groups of levelled miRNAs may target genes with the same function. For instance, the target genes for all three unique groups, shared groups #1 and #2, and the common group are involved in locomotion, cell migration, transcription regulation and signal transduction processes (electronic supplementary material, figure S3).

We also performed an analysis of the semantic similarity of the enriched top GO terms (i.e. those having a non-adjusted nominal *p* ≤ 0.05) among all of the groups of levelled miRNAs (figure 3*c*). The results show that the largest groups of levelled miRNAs (unique #2, unique #3, shared #1, shared #2 and common) have highly similar top GO terms (mean semantic similarity score = 0.7; *p* ≤ 0.05) with regard to their mRNA targets (figure 3*c*).

In summary, these data indicate that different sets of levelled miRNAs regulate a highly similar set of mRNA targets during the HSR. Thus, the observed levelling effect of miRNA expression after HS probably represents a species-specific feature that functions during the fine-tuning of the cellular homeostatic processes during the HSR.

### 2.4. Individual miRNAs exhibit different expression profiles during the course of the heat shock response

To further analyse both the similarities and differences in specific miRNA content at different time intervals after HS, we performed a time-course analysis of miRNA expression. This analysis detected 88 miRNAs whose expression profiles were significantly modulated after HS (figure 4*a*; electronic supplementary material, table S3). 

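The expression of 50 miRNAs changed over time in at least 1 strain, by edgeR's quasi-likelihood F test of the 3 time points against control with an adjusted p of at most 0.05. There were 26 in w1118, 8 in hsp70- and 34 in yw. Of the 88 miRNAs in the paper's list, 86 were past the count filter and 40 were among the 50. The other 10 were outside the list. The smallest fold change that can be detected with 2 replicates per time point was not determined. The number in any strain was 106 without the count filter and 22 with at least 50 counts in every library. With a block for the replicate number it was 61, with 36 in w1118. A stepwise regression written after the paper's description gave 34.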

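By the same F test, 3 miRNAs changed over time in all 3 strains. These were miR-14-5p, miR-263a-3p and miR-965-5p. The number in all 3 strains was 13 by the stepwise regression and 19 without the count filter. A miRNA missed in 1 strain is not shown to respond differently there, since this F test does not compare the strains. With every library thinned to the smallest total, chosen after seeing the data, 18 miRNAs changed in w1118, 8 in hsp70- and 31 in yw. Unequal depth may therefore not account for the different numbers of the strains.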

Of these, half (44 miRNAs) exhibited profile changes after HS in all three strains. 

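There were 12 miRNAs with a changed time course in exactly 2 strains and 35 in exactly 1 strain. In the stepwise regression these numbers were 9 and 12. Leaving out 1 library at a time gave between 12 and 62 miRNAs in w1118, where 26 were found with all libraries, between 2 and 14 in hsp70- and between 16 and 30 in yw. The upper value of w1118 came from leaving out w1118 24 h replicate 2, and leaving out replicate 1 gave 45.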

Few (28) exhibited changes in their expression profile in two strains, and a smaller number (16) exhibited changes in their expression in only one strain (figure 4*a*).

**Figure 4.**
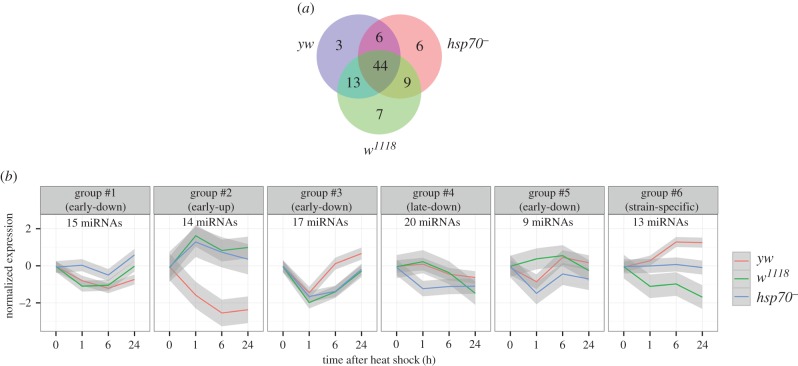
Time-course analysis of the miRNA expression profiles after HS. (*a*) Venn diagram of 88 miRNAs exhibiting significant changes in their expression profiles after HS. (*b*) Averaged expression profiles of 88 miRNAs with significantly altered expression profiles clustered based on the level of their similarity (hierarchal clustering, ‘complete’ method). The averaged expression profiles for each cluster were obtained by fitting to a linear regression model. The grey zones around the lines depict the 95% confidence intervals.

The cluster analysis identified six groups of miRNAs (figure 4*b*; electronic supplementary material, table S3). The expression levels of miRNAs belonging to group #1 were downregulated in the *yw* and *w^1118^* strains at 1 h, whereas the same miRNAs were downregulated in the *hsp70^−^* strain 6 h after HS. 

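The groups below hold the miRNAs the paper lists for them. The paper formed these groups from time profiles in this same experiment, so the p values below are no independent evidence of a change. For each group the mean log2 fold change from control was taken over its miRNAs past the count filter and tested with fry, a rotation test for sets in limma, in the edgeR fit. The p values were adjusted over the 54 tests of 6 groups, 3 strains and 3 time points. The mean of group 1 (14 miRNAs) at 1 h was -0.65 in yw (SD 0.55 between miRNAs, adjusted p = 0.045), with all 14 miRNAs down. In w1118 it was -0.15 at 1 h (SD 0.76, adjusted p = 0.74, 7 of 14 down) and -0.74 at 6 h (SD 0.62, adjusted p = 0.045, 12 of 14 down). In hsp70- it was 0.58 at 1 h (SD 0.92, adjusted p = 0.067, 11 of 14 up) and -0.27 at 6 h (SD 1.05, adjusted p = 0.67, 7 of 14 down). On the authors' log2(RPM + 0.1), the value for w1118 at 1 h was -0.85. With the names w1118 and yw exchanged after the data had been seen, it was -0.65.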

Similar expression trends (downregulation after HS) were characteristic of the miRNAs belonging to groups #3 and #5 (figure 4*b*). 

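Group 3 (16 miRNAs) fell at 1 h in all 3 strains. The mean log2 fold change was -0.94 in w1118 (SD 1.20 between miRNAs, adjusted p = 0.045 from fry, 12 of 16 down). It was -1.33 in hsp70- (SD 0.98, adjusted p = 0.017, 14 of 16 down) and -1.65 in yw (SD 1.15, adjusted p = 0.0050, 15 of 16 down). At 6 h group 3 remained down in hsp70- (-1.16) and yw (-1.02) and was up in w1118 (0.70). At 24 h group 3 was up in w1118 (0.85, SD 0.47, adjusted p = 0.045 from fry, 16 of 16 up). It was then -0.28 in hsp70- and -0.08 in yw, neither past the threshold. The mean of group 5 (9 miRNAs) at 1 h was -0.07 in w1118 (adjusted p = 0.91), -0.93 in hsp70- (SD 0.91, adjusted p = 0.12, 7 of 9 down) and 0.82 in yw (SD 0.84, adjusted p = 0.12, 7 of 9 up). On the authors' log2(RPM + 1) the value in hsp70- was -1.45 and passed the threshold. The paper describes both groups as falling after HS.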

Thus, these groups of miRNAs can be referred to as ‘early-down’.

The ‘early-up’ signature (i.e. upregulation 1 h after HS) was exhibited by miRNAs belonging to group #2 in the *w^1118^* and *hsp70^−^* strains (figure 4*b*). 

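At 1 h the mean log2 fold change of group 2 (14 miRNAs) was -0.58 in w1118 (SD 0.54 between miRNAs, adjusted p = 0.28 from fry), with 12 of 14 miRNAs down. In hsp70- it was 2.41 (SD 3.02, adjusted p = 0.11), with 9 of 14 up. In yw it was 2.35 (SD 1.37, adjusted p = 0.028), with 13 of 14 up. Group 2 includes several miRNAs of the miR-6 to miR-309 cluster, which vary together between replicates. Leaving out w1118 1 h replicate 1 lowered the mean in w1118 to -1.56, whereas exchanging the names w1118 and yw, tried only after seeing the data, gave 2.35 in w1118 and -0.58 in yw. The paper calls this pattern early-up in w1118 and hsp70-.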

The miRNAs belonging to group #4 were gradually downregulated after a 24 h recovery period and were annotated as having a ‘late-down’ signature (figure 4*b*).

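At 24 h the mean log2 fold change of group 4 (20 miRNAs) was -0.53 in w1118 (SD 1.03 between miRNAs, adjusted p = 0.15 from fry, 13 of 20 down). It was -1.15 in hsp70- (SD 0.89, adjusted p = 0.045, 18 of 20 down) and -1.53 in yw (SD 1.06, adjusted p = 0.025, 20 of 20 down). The value at 1 h was 0.84 in w1118, -0.67 in hsp70- and 0.72 in yw, and at 6 h it was 0.15, -0.63 and 0.06. Leaving out w1118 24 h replicate 2 lowered the mean in w1118 at 24 h to -1.61, and leaving out replicate 1 raised it to -0.12. The paper names this a late-down signature.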

Notably, the miRNA expression profiles of several groups demonstrate a strain-specific response: in the *w^1118^* strain, miRNAs belonging to group #5 showed either modest upregulation or steady-state levels compared with the other strains; in the *yw* strain, miRNAs belonging to group #2 showed the opposite trend in expression dynamics when compared with the *w^1118^* and *hsp70^−^* strains. 

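Group 5 in w1118 had a mean log2 fold change of -0.07 at 1 h (SD 0.44 between its 9 miRNAs, 5 down), 1.07 at 6 h (SD 0.78, 8 up) and 0.42 at 24 h (SD 0.54, 7 up). Only the value at 6 h was past the threshold of fry (adjusted p = 0.045). In hsp70- the means were -0.93, -0.02 and -0.81, and in yw 0.82, 0.99 and -0.16. Group 2 in yw had means of 2.35, 1.40 and 0.84, against -0.58, -1.71 and -0.79 in w1118 and 2.41, 2.02 and 0.08 in hsp70-. Differences between strains in these means were not tested. The exchange of the names w1118 and yw, chosen after the data were seen, moved group 5 in w1118 at 1 h to 0.82. The paper takes these 2 groups as examples of a response specific to a strain.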

Finally, group #6 contained miRNAs demonstrating a completely different expression profile: upregulation in the *yw* strain, downregulation in the *w^1118^* strain and steady-state levels in the *hsp70^−^* strain (figure 4*b*).

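The mean log2 fold change of group 6 (13 miRNAs) in w1118 was 1.06 at 1 h, 1.94 at 6 h and 1.27 at 24 h. All 13 miRNAs were up at 6 h (SD 0.59, adjusted p = 0.017 from fry) and at 24 h (SD 0.50, adjusted p = 0.078). In yw the means were -0.76, -0.68 and -1.57, and at 24 h 12 of 13 miRNAs were down (SD 0.93, adjusted p = 0.045). In hsp70- the means were 0.57, 0.43 and -0.16, and none of them was past the threshold. The exchange of the names w1118 and yw was chosen after seeing the data, and at 24 h it gave -1.57 in w1118 and 1.27 in yw.

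**Figure D2:**
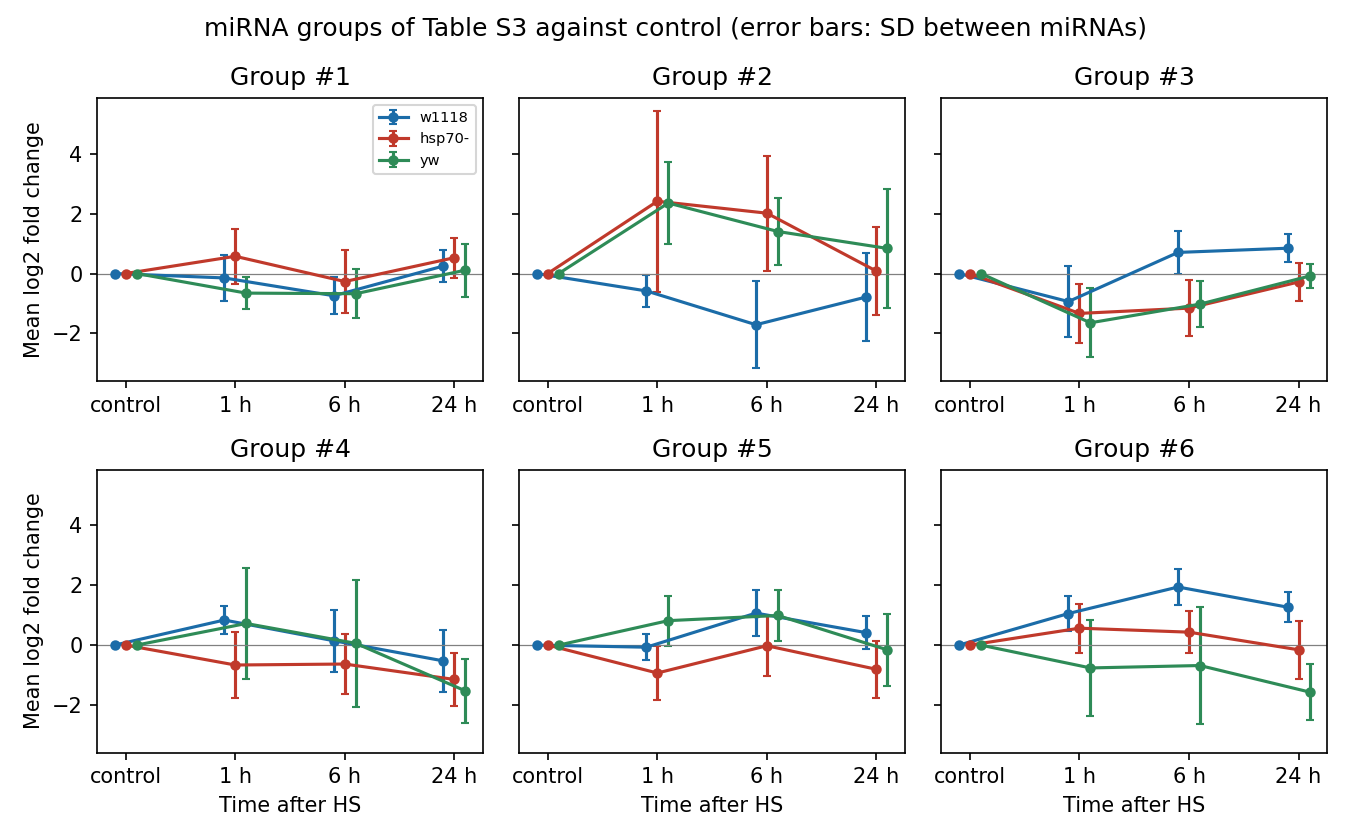
Mean log2 fold change from control (y axis) of the miRNAs of each of the paper's 6 groups at 1, 6 and 24 h after HS (x axis) in w1118, hsp70- and yw. Group 6 lies at 1.06, 1.94 and 1.27 in w1118 and at -0.76, -0.68 and -1.57 in yw.

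The paper describes group 6 as responding in a different direction in each strain.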

The strain-specific expression profiles of miRNAs probably demonstrate the previously described levelling effect of miRNA expression during the HSR. Indeed, comparison of miRNAs from group #6 (strain-specific) with the list of levelled miRNAs belonging to the previously described class #1 showed that 10 of 13 miRNAs were shared between them (see electronic supplementary material, tables S2 and S3). 

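Of the 13 miRNAs in group 6, 12 were in class 1 as found here, that is, they differed between at least 1 pair of strains at control. The remaining 1 differed between no pair of strains at any time. Class 1 depends on the filter, since 31 calls between w1118 and hsp70- at control became 49 with no count filter and 9 with the filter on every library. The group 6 miRNAs in class 1 numbered 10 with no count filter and 7 with the filter on every library. The paper reasons that the strain-specific profiles of group 6 probably reflect the levelling of strain differences.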

The other miRNA groups have approximately the same number of shared and different miRNAs with class #1 and class #2 (electronic supplementary material, tables S2 and S3).

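In group 1, 1 of 15 miRNAs was in class 1, 2 were in class 2 only and 12 in neither. Group 2 had 9 of 14 in class 1 and 1 in class 2 only, and group 3 had 3 of 17 and 4. In group 4 there were 7 of 20 in class 1 and 6 in class 2 only, and in group 5 there were 2 of 9 and 5.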

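At 6 h the mean log2 fold change of group 1 was -0.74 in w1118, -0.27 in hsp70- and -0.67 in yw. For group 3 it was 0.70, -1.16 and -1.02, for group 4 0.15, -0.63 and 0.06, and for group 5 1.07, -0.02 and 0.99. For group 2 the values were -1.71, 2.02 and 1.40, and for group 6 they were 1.94, 0.43 and -0.68. The SD between the miRNAs of a group ranged from 0.59 for group 6 in w1118 to 2.13 for group 4 in yw. This is the spread of single miRNAs and not the error of a mean, so it cannot decide whether the means differ. Differences between strains in these means were not tested. In the count of single miRNAs, the change from control at 6 h differed for 3 between w1118 and hsp70-, 13 between w1118 and yw and 2 between yw and hsp70-. Without the count filter these numbers rose to 33, 26 and 11.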

At 6 h after HS termination, the miRNAs in almost all strains (with exception of the #2 and #6 groups) exhibited similar expression profiles (figure 4*b*). Thus, the HS-mediated regulation of miRNA expression is probably independent of the recovery of protein synthesis, which is strikingly different in the *hsp70^−^* strain and the *w^1118^* strain at the 6 h time point after HS (figure 1*a*). However, the expression of miRNAs after HS cannot be referred to as an Hsp70-independent process, because the miRNAs in group #1 and group #4 in the *hsp70^−^* strain exhibited different expression profiles than the same miRNAs in the *w^1118^* and *yw* strains (figure 4*b*).

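In hsp70-, group 1 had a mean log2 fold change of 0.58 at 1 h, -0.27 at 6 h and 0.53 at 24 h. The values were -0.15, -0.74 and 0.25 in w1118 and -0.65, -0.67 and 0.11 in yw. Group 4 had means of -0.67, -0.63 and -1.15 in hsp70-, 0.84, 0.15 and -0.53 in w1118 and 0.72, 0.06 and -1.53 in yw. At 1 h, 16 of the 20 miRNAs of group 4 were down in hsp70- (adjusted p = 0.22 from fry), 19 were up in w1118 (adjusted p = 0.045) and 17 were up in yw (adjusted p = 0.20). The differences between strains in these means were not tested. The value of group 4 in hsp70- at 24 h lost its place past the threshold with DESeq2's size factors, at -1.03. It also lost it without a count filter, with total miRNA counts in place of TMM and on the authors' log2 RPM with either pseudocount. With each library left out in turn it ranged from -1.22 to -0.93. From the different profiles in hsp70-, the paper reasons that the response of miRNAs is not independent of Hsp70.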

A significant number of miRNAs in the *Drosophila* genome are encoded as genomic miRNA clusters. Our analysis concluded that most of the clustered HS-responsive miRNAs demonstrate a similar unidirectional expression profile that is predominantly downregulated after HS. 

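The mean log2 fold change from control was taken over the miRNAs of each genomic cluster and tested with fry, with adjustment over 72 tests. Only members in the paper's list of changed time courses entered. That list comes from the same experiment, so the p values are no independent evidence of a change. At 24 h, the miR-994 to miR-318 cluster (2 miRNAs) was down in all 3 strains, by -0.80 in w1118 (adjusted p = 0.018), -0.50 in hsp70- (adjusted p = 0.059) and -1.55 in yw (adjusted p = 0.00025). At 1 h it was up in all 3, by 0.40 in w1118 (adjusted p = 0.14 from fry), 0.78 in hsp70- (adjusted p = 0.018) and 0.52 in yw (adjusted p = 0.059). The miR-13b to miR-2c cluster (2 miRNAs) stood at -0.35, -1.61 and -1.62 at 24 h and at 0.88, -1.60 and 0.35 at 1 h, and none of these values was past the threshold. For the miR-2a to miR-2b cluster (4 miRNAs) the means at 1 h were 0.85 in w1118, -0.75 in hsp70- and -0.04 in yw, and at 24 h 0.05, -0.90 and -0.69. The miR-310 to miR-313 cluster (4 miRNAs) was past the threshold only in yw at 24 h (-2.45, adjusted p = 0.018, 4 of 4 down). The miR-6 to miR-309 cluster (6 miRNAs) had means of -0.47, 4.60 and 3.19 at 1 h, again in the order w1118, hsp70- and yw. At 6 h its means were -3.09, 2.96 and 0.62. Some members of these clusters are copies of 1 mature miRNA with nearly the same counts, so they are not independent. The miR-6 to miR-309 cluster in w1118 at 6 h moved most, to 0.62, when the names w1118 and yw were exchanged (chosen after seeing the data). The paper concludes that most clusters respond in 1 direction, mainly downwards.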

These are clusters 13b–2c, 310–313, 994–318, 2a–2b and 6–309 based on their genome organization (electronic supplementary material, table S3). However, the expression levels of other clustered miRNAs respond to HS in an individual manner and independently of each other or even demonstrate opposing expression trends. A good example of such a response is represented by the expression profiles of miRNAs belonging to cluster 277–34 (figure 4*b*; electronic supplementary material, table S3). Although miR-277 is upregulated, miR-34 is downregulated and miR-317 is steadily expressed after HS in the *w^1118^* strain. 

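In this cluster, mir-277 (10100022 to 10100121) and mir-34 (10100936 to 10101034) lie in exons of lncRNA:CR43459 on chromosome 3R of BDGP6, and mir-317 (10091126 to 10091217) lies between genes. In w1118, miR-277-3p had a log2 fold change of -0.52 at 1 h (standard error 0.31, adjusted p = 0.32 from edgeR), 0.40 at 6 h and 0.46 at 24 h. For miR-34-5p it was 1.22 at 1 h (0.57, adjusted p = 0.23), 2.50 at 6 h (0.60, adjusted p = 0.019) and 1.73 at 24 h (0.58, adjusted p = 0.11), and both replicates were above both control replicates at each time. The opposite arm, miR-34-3p, changed by -0.66, 1.43 and 0.62, and none of these was past the threshold. For miR-317-3p the log2 fold changes were 0.83, 0.43 and -0.05, with standard errors of 0.35. With the names w1118 and yw exchanged, which was chosen after seeing the data, miR-277-3p changed by 0.66, 1.13 and 1.02 and miR-34-5p by 0.48, 0.40 and -1.42. Total miRNA counts in place of TMM gave -1.07, 0.07 and -0.01 for miR-277-3p. The paper contrasts the 3 miRNAs as an example of members of a cluster that respond individually.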

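In w1118, let-7-5p changed by a log2 fold change of -0.11 at 1 h (standard error 0.43, adjusted p = 0.89 from edgeR), 1.05 at 6 h (0.43, adjusted p = 0.11) and 0.66 at 24 h (0.43, adjusted p = 0.45). Its control replicates had 3771 and 5401 normalized CPM. In the other cluster, mir-314 and mir-956 lie between genes on chromosome 3L of BDGP6, from 11773012 to 11773101 and from 11773731 to 11773878, on opposite strands. The paper's list of changed time courses holds the arm miR-314-5p, whereas miR-314-3p was taken here. In w1118 the largest absolute log2 fold change of miR-314-5p was 1.43 (adjusted p = 0.064 from the F test). The mean of miR-314-5p and miR-956-3p was -0.34, 0.06 and 0.96 at 1, 6 and 24 h. The log2 fold change of miR-314-3p was 0.98, -2.03 and -0.55 at 1, 6 and 24 h, with standard errors of at most 0.71. Its smallest adjusted p from edgeR was 0.076, at 6 h. Both its replicates were above control at 1 h and below it at 6 h, and the F test of its time course gave an adjusted p of 0.040. For miR-956-3p the log2 fold changes were -0.16, -0.46 and 0.49 (standard errors 0.40), and at each time its replicates overlapped with those of the control. When the data of yw were read as w1118, an exchange of names chosen after seeing the data, miR-314-3p at 6 h changed by 0.24 and miR-956-3p by 0.72.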

The same pattern is observed in cluster 100–125 (let-7-5p, a highly expressed guide strand that is not HS-modulated) and 314–956 (miR-314 is steadily expressed, whereas miR-956 is downregulated; figure 4*b*; electronic supplementary material, table S3).

### 2.5. Heat shock decreases the levels of pri-miRNAs and downregulates most core miRNA pathway genes

The regulation of mature miRNA content may be due to either increased or decreased transcription levels of the corresponding pri-miRNAs. Using qPCR, we found that HS exposure led to a decrease in the expression (two- to 2.5-fold, *p* ≤ 0.05) of several selected pri-miRNAs, specifically, pri-mir-14, pri-mir-6, pri-mir-286, pri-mir-311 and pri-mir-308 in the *w^1118^* strain (figure 5*a*). After a 24 h recovery period, pri-mir-14, pri-mir-6 and pri-mir-286 gradually returned to their original levels. Surprisingly, although pri-mir-14 and pri-mir-308 were downregulated after HS, mature miR-14-3p and miR-308-5p were upregulated (figures 5*a* and 4*b*; electronic supplementary material, table S3). 

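The locus mir-14 lies on chromosome 2R of BDGP6 from 9553762 to 9553824, in an exon of lncRNA:CR43651, and mir-308 on 2R from 14215802 to 14215864, in an intron of RpS23. In w1118 the log2 fold change of miR-14-3p was -0.18 at 1 h (standard error 0.55, adjusted p = 0.86 from edgeR), -1.91 at 6 h (0.57, adjusted p = 0.047) and -0.24 at 24 h (0.55, adjusted p = 0.88). At 6 h both replicates were below both control replicates. For miR-308-5p it was -1.86 at 1 h (0.69, adjusted p = 0.17), -0.62 at 6 h (0.67, adjusted p = 0.55) and 0.45 at 24 h (0.66, adjusted p = 0.74). Its values were low, with 52.1 and 60.1 normalized CPM at control and 12.6 and 18.2 at 1 h. The largest shift came from exchanging the names w1118 and yw, which was done after seeing the data. It gave 1.65, 1.77 and 2.13 for miR-14-3p and 1.27, 1.34 and 1.59 for miR-308-5p. The paper contrasts these mature miRNAs with the fall of their primary transcripts by qPCR, which is not in the files analysed here.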

The same applies to miR-6 and miR-286, which are encoded in the genome as miRNA cluster 6–309 and transcribed as a single pri-miRNA transcript. As qPCR experiments showed, the levels of pri-mir-6 and pri-mir-286 decreased after HS, apparently owing to downregulation of the entire 6–309 cluster. However, mature miR-5-5p, miR-286-3p and miR-6-3p were concurrently upregulated after HS. 

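In w1118, miR-5-5p changed by a log2 fold change of 0.25 at 1 h (standard error 1.13, adjusted p = 0.90 from edgeR), -3.24 at 6 h (1.23, adjusted p = 0.083) and -1.23 at 24 h (1.14, adjusted p = 0.57). For miR-286-3p the values were 0.35 (1.22, adjusted p = 0.88), -1.45 (1.25, adjusted p = 0.46) and -1.14 (1.24, adjusted p = 0.65). For miR-6-3p, read from the copy miR-6-1-3p, they were -0.84 (1.21, adjusted p = 0.73), -3.66 (1.34, adjusted p = 0.079) and -0.94 (1.21, adjusted p = 0.69). No change of these 3 miRNAs was past the threshold. At 6 h both replicates were below both control replicates for all 3, as they were for miR-6-1-3p at 1 and 24 h and miR-286-3p at 24 h. The replicates overlapped with control for miR-286-3p at 1 h and for miR-5-5p at 1 and 24 h. At 1 h, for example, miR-5-5p had 709 and 87 normalized CPM in the 2 replicates, against 225 and 445 at control. The mean over the 6 miRNAs of the miR-6 to miR-309 cluster was -0.47 in w1118, 4.60 in hsp70- (6 of 6 up, adjusted p = 0.054 from fry) and 3.19 in yw (6 of 6 up, adjusted p = 0.10) at 1 h. Exchanging the names w1118 and yw, an alternative added once the data had been seen, gave log2 fold changes at 1 h of 2.60 for miR-5-5p, 2.91 for miR-286-3p and 3.36 for miR-6-1-3p in w1118. The paper sets the rise of the mature forms against the fall of their common primary transcript.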

In contrast, miRNAs originating from cluster 310 to 313 exhibited highly similar expression profiles, and their decreased levels of expression correlate with the downregulation of pri-mir-311 (figures 5*a* and 4*b*; electronic supplementary material, table S3).

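The mean log2 fold change of the 4 miRNAs of the miR-310 to miR-313 cluster in w1118 was 0.43 at 1 h (SD 0.72 between miRNAs, adjusted p = 0.36 from fry, 3 of 4 up). It was 1.27 at 6 h (SD 1.28, adjusted p = 0.054, 3 of 4 up) and 0.89 at 24 h (SD 0.93, adjusted p = 0.15, 3 of 4 up). In hsp70- the means were 1.05, 1.09 and -0.06, and in yw 0.20, 0.01 and -2.45. Only the last of these was past the threshold (SD 0.57, adjusted p = 0.018, 4 of 4 down). With the strain names w1118 and yw exchanged (chosen after seeing the data) the means in w1118 were 0.20, 0.01 and -2.45. Among the other alternatives, total miRNA counts in place of TMM changed the sign at 1 h, to -0.15. The paper relates lower levels of this cluster to the fall of pri-mir-311 in its qPCR.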

**Figure 5.**
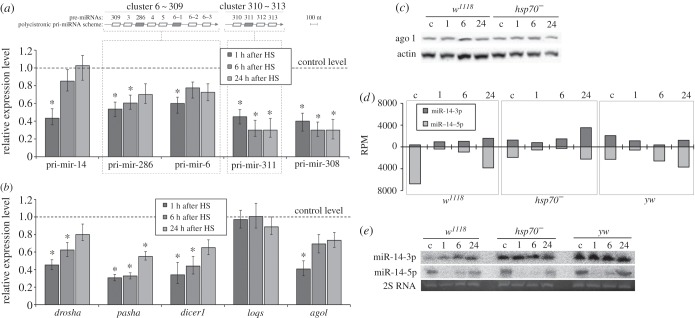
The peculiarities of the regulation of miRNAs, their precursors and components of miRNA expression machinery after severe HS. (*a*) Relative expression levels of primary pri-miRNAs of candidate HS-responsive mature miRNAs in the *w^1118^* strain at different time intervals after HS as determined using qPCR. In the schematic of a polycistronic transcript of a miRNA, grey parallelograms represent the analysed pri-miRNA region and the arrowheads indicate the 3′-end of the transcript. (*b*) Relative expression levels of miRNA biogenesis pathway genes after HS in the *w^1118^* strain. *p ≤ 0.05 versus control mRNA levels; the mean values ± error bars for three replicates are represented in (*a*) and (*b*). (*c*) Western blot analysis of Ago1 in the *w^1118^* and *hsp70^−^* strains. (*d*) Number of reads of miR-14-3p and miR-14-5p at different time intervals after HS. (*e*) Northern blot of miR-14-3p and miR-14-5p after HS. The 30-nucleotide 2S rRNA band visualized by ethidium bromide staining on the polyacrylamide gel before transfer of the RNA to the blotting membrane was used as a loading control. c, control conditions (25°C); 1, 3, 6 and 24 indicate the recovery time (hours) after termination of HS exposure.

It was recently demonstrated that the level of Drosha is decreased after HS in human cells [21]. However, in *Drosophila,* the downregulation of *drosha* and other genes in the miRNA biogenesis pathway were not detected after mild heat treatment [2]. We demonstrated that severe HS results in the downregulation of core miRNA pathway genes, specifically *dicer1*, *drosha*, *ago1* and *pasha,* in all of the studied strains (figure 5*b*; electronic supplementary material, S4). However, *loqs*, a partner of Dicer1, represents a prominent exception to the rule, as its mRNA level was stable during the HSR. Importantly, the expression of the miRNA biogenesis pathway genes often returned to the original level 24 h after HS. Notably, despite the apparent mRNA downregulation, the Ago1 protein levels remained steady after HS in the *w^1118^* and *hsp70^−^* strains (figure 5*c*).

The alteration of miRNA expression may also occur owing to an ‘arm-switching’ mechanism [29]. Based on this premise, we observed the HS-induced ‘arm-switching’ of miR-14. 

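The ratio of the arms was taken as log2 of miR-14-3p counts over miR-14-5p counts in each library, so 0 means equal counts. In w1118 it was -0.07 at control (SD 0.71, n = 2), 0.96 at 1 h (SD 0.15), -2.89 at 6 h (SD 0.65) and -1.56 at 24 h (SD 2.31). In hsp70- it was -0.82 (SD 1.20), 0.59 (SD 0.97), 2.26 (SD 1.10) and 0.63 (SD 0.82). In yw it was -4.12 (SD 1.47), 1.00 (SD 1.54), 0.08 (SD 0.26) and -1.32 (SD 0.13). From control to 1 h the ratio rose by 1.03 in w1118 (pooled SD 0.52), by 1.40 in hsp70- (pooled SD 1.09, replicates overlapping) and by 5.12 in yw (pooled SD 1.51). An exact permutation test of 2 replicates against 2 cannot give a p below 0.333. The arms had between 487 and 42208 counts in every library. The change in w1118 moved most, to 5.12, when the names w1118 and yw were exchanged, and that in yw to 1.03. This exchange was chosen after seeing the data.

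**Figure D3:**
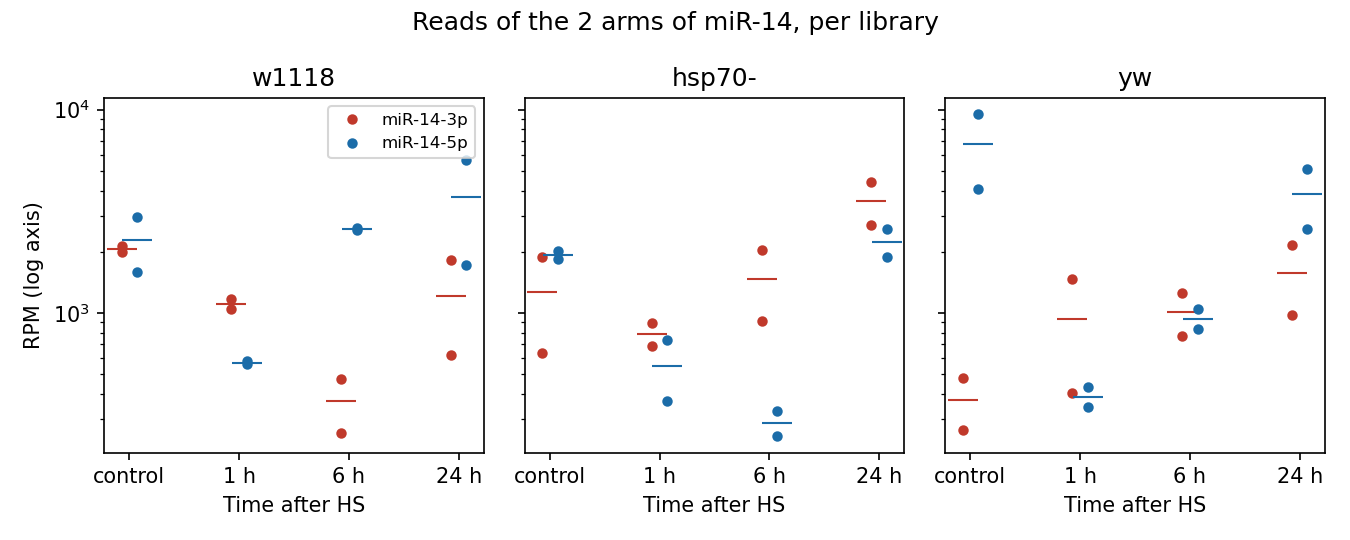
Authors' RPM of miR-14-3p and miR-14-5p (y axis, log scale) in each replicate at control and at 1, 6 and 24 h after HS (x axis) in the 3 strains. In yw, miR-14-5p falls from 9504 and 4073 RPM at control to 344 and 431 RPM at 1 h.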

Surprisingly, this event was strain-specific. 

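At 1 h the log2 fold change of miR-14-5p was -1.27 in w1118 (standard error 0.54, adjusted p = 0.21 from edgeR), -1.30 in hsp70- (0.54, adjusted p = 0.12) and -3.68 in yw (0.59, adjusted p = 0.00059). In each strain both replicates at 1 h were below both control replicates. At 6 h it was 0.79 in w1118 (0.54, adjusted p = 0.32, both replicates above control), -2.37 in hsp70- (0.56, adjusted p = 0.043) and -2.46 in yw (0.56, adjusted p = 0.010), with both replicates below control in the last 2. At 24 h it was 1.22 in w1118, 0.08 in hsp70- and -0.71 in yw, none of them past the threshold. The log2 fold change of miR-14-3p at 1 h was -0.18 in w1118, -0.02 in hsp70- and 1.65 in yw (0.56, adjusted p = 0.073), at 6 h it was -1.91, 0.68 and 1.77, and at 24 h it was -0.24, 1.51 and 2.13. The values in w1118 at 6 h (standard error 0.57, adjusted p = 0.047) and in yw at 24 h (0.57, adjusted p = 0.045) were past the threshold. In the direct test of the change between strains, both arms differed at 6 h and neither did at 1 or 24 h. For miR-14-5p the difference was 3.16 between w1118 and hsp70- (standard error 0.77, adjusted p = 0.043 from edgeR) and 3.25 between w1118 and yw (0.77, adjusted p = 0.018). For miR-14-3p it was -3.68 between w1118 and yw (0.80, adjusted p = 0.0096), with both replicates below control in w1118 and above it in yw. In RPM, miR-14-3p at control was 2071 ± 103 (SD, n = 2) in w1118, 1262 ± 888 in hsp70- and 372 ± 152 in yw, and miR-14-5p was 2280 ± 980, 1929 ± 114.98 and 6789 ± 3841. With the names w1118 and yw exchanged after the data were seen, miR-14-3p changed by 1.65 in w1118 and by -0.18 in yw at 1 h, and the differences between w1118 and yw change sign.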

One hour after HS, miR-14-5p was downregulated in all of the studied strains and was restored to its original level at 24 h, whereas miR-14-3p expression remained stable in the *hsp70^−^* and *yw* strains; however, in the *w^1118^* strain, miR-14-3p was upregulated (figure 5*d*,*e*).

RNA editing in the ‘seed’ regions of miRNAs can lead to the production of modified miRNAs that can potentially recognize different sets of targets than unmodified miRNAs [30]. Thus, HS-mediated expression changes in edited miRNAs may compromise miRNA target prediction analysis. We evaluated our miRNA libraries for the A–G and T–C types of miRNA editing, and found that miR-1, miR-9c, miR-281, miR-274, miR-999 and miR-971 undergo editing at certain time intervals in a strain-specific manner (electronic supplementary material, table S4). Notably, the modified miRNAs do not exhibit a specific HS-induced pattern (i.e. up- or downregulation) after HS. Moreover, none of the miRNA editing sites were located in the ‘seed’ region. Therefore, we conclude that the impact of miRNA editing on miRNA action during the HSR is minimal if existent at all.

### 2.6. Heat shock-responsive miRNAs target genes involved in the heat shock response

Full genome analysis of gene expression at different time intervals after HS identified the early-up, early-down and late-up groups of HS-responsive genes [2]. The early-up and early-down groups of genes show alterations of gene expression in the first hours after HS exposure, whereas the last group includes genes that are upregulated 16 and 32 h after HS termination [2]. We hypothesized that HS-induced perturbations in miRNA expression may contribute to alterations in the abundance of their target mRNAs during the HSR.

To test this hypothesis, we evaluated if the HS-responsive miRNAs defined during the time-course analysis (figure 4*b*) may target stress-responsive genes. We restricted our analysis to 299 genes that represent the minimal and universal subset of genes responding to different types of stresses in different strains, as independently determined by several groups [2,31–33]. To optimize the target analysis, we combined all of the downregulated miRNAs belonging to groups #1, #3 and #5 (figure 4*b*) and redefined them as a single downregulated group.

Our analysis indicated that miRNAs may target 174 of the 299 selected stress-responsive genes (figure 6*a*). Among these genes, 62 (35%) are potential targets of stress-responsive miRNAs (figure 6*b*; electronic supplementary material, table S5). In accordance with our theory regarding the impossibility of eliminating the attributes of miRNAs and their targets within the same time interval, we found that each miRNA group may target all three groups of stress-responsive genes—the early-down, early-up and late-up groups. For example, the early-down miRNAs may potentially target 25 early-down, nine early-up and 21 late-up stress-responsive genes (figure 6*b*).

**Figure 6.**
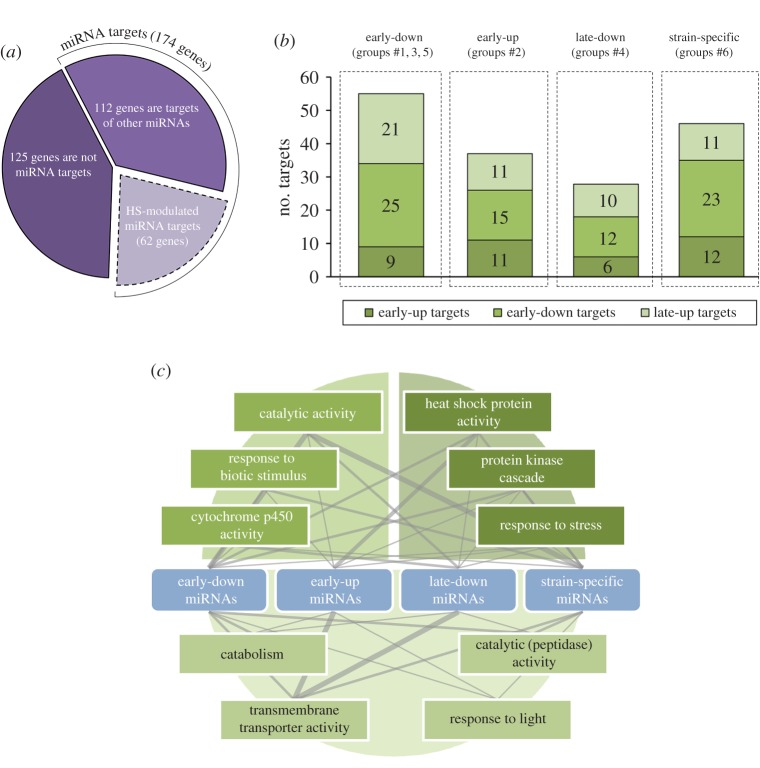
Targeting analysis of the universal set of stress-responsive genes by HS-responsive miRNA groups. (*a*) Nearly 60% (174 of 299 genes) of stress-responsive genes may be potential targets of miRNAs. Among these, 35% (62 genes) are targets of HS-responsive miRNAs. (*b*) Distribution of potential targets of the miRNA groups defined by time-course analysis among the three groups of the stress-responsive genes. (*c*) Schematic of the proposed regulatory network linking miRNA groups and their targets (in GO terms of most target-enriched categories) during the HSR. All three groups of stress-responsive genes are divided into three sectors and highlighted by colours corresponding to those marked in (*b*). The line width indicates the number of genes regulated by a certain miRNA group.

The subsequent GO enrichment analysis of the identified stress-responsive targets demonstrated that the early-down, early-up, late-up and strain-specific miRNA groups very often targeted stress-responsive genes belonging to the same functional category (figure 6*c*; electronic supplementary material, table S5). For example, genes encoding HSPs are targeted mainly by the early-up, early-down and strain-specific miRNA groups, and genes providing catalytic activity were regulated by early-down, late-down and strain-specific miRNAs; genes involved in transmembrane transport were potential targets for all the studied miRNA groups (figure 6*c*). Notably, miRNAs from each considered group also had targets with specific functions that are not present in the other groups (electronic supplementary material, table S5). These findings may indicate that different miRNAs are functioning within a regulatory miRNA : mRNA network during the progression of the HSR and regulate similar cellular processes at all steps in the restoration of cellular homeostasis after stress.

## 3. Discussion

To date, a number of studies on different animal and plant species demonstrated that stress results in the modulation of miRNA levels [13–15,34,35]. A crucial role for a specific set of miRNAs during developmental survival as well as in behavioural functions such as locomotion and reproduction after HS was recently revealed in *Caenorhabditis elegans* [18]. The mode of miRNA-silencing can also be altered (predominantly decreased) during stress exposure [16,17,19,20]. The degree of miRNA modulation strongly depends on the severity and duration of stress encountered. Most of the previous studies investigated miRNA activity either directly during HS exposure or immediately after stress termination [13–17,19,20].

In this study, we investigated the dynamics of the modulation of miRNA expression during the HSR in *D. melanogaster*. For this purpose, we analysed the changes in miRNA abundance during the HSR at different time points, using deep sequencing of small RNAs from three *Drosophila* strains (the closely related *w^1118^* and *hsp70^−^* strains as well as the unrelated *yw* strain). We have shown that HS-responsive miRNAs can be separated into two classes: class #1 miRNAs with expression patterns that differed in strains under normal conditions but levelled after HS treatment, and class #2 miRNAs in which expression was significantly altered only after HS treatment. Although such separation of miRNAs into two classes is arbitrary, we propose that this classification best reflects the mode of miRNA modulation in response to severe HS. The initial interstrain polymorphisms of the expression of the first class of miRNAs reflects phenotypic interstrain differences that undergo substantial levelling after HS (figure 2*a*). We demonstrated that such levelling of miRNA levels after HS occurs owing to individual (i.e. strain-specific) adjustments of the miRNA levels to a uniformed standard.

To determine the importance of the observed HS-induced levelling effect of miRNA expression on the physiology of cells, we conducted a GO analysis of all potential targets of levelled miRNAs. This analysis indicated that, functionally, different sets of levelled miRNAs result in highly similar miRNA-mediated regulation of gene expression during the HSR (figure 3; electronic supplementary material, S3). We assume that the levelling of miRNA expression under stress conditions results in cells entering an adaptive (and probably species-specific) state, which contributes to overall survival and an efficient recovery of cells after HS. Concurrently, strain-specific expression of HS-responsive miRNAs belonging to the second class probably reflects the various pathways of recovery of cellular homeostasis in individual *Drosophila* strains after HS based on their different evolutionary history.

The mechanism of levelling of miRNA expression is thought to be sophisticated. Severe HS results in the cessation of protein synthesis via eIF2α phosphorylation, which triggers the formation of subcellular structures called stress granules (SGs) that preserve most cellular mRNAs and miRNAs from degradation during stress [36]. A significant number of mRNAs are degraded within another cytoplasmic structure called P-bodies that are enriched with enzymes responsible for the decapping, deadenylation and cleavage of mRNAs [37]. It is known that the miRNA biogenesis pathway is linked with SG and P-bodies because they are bound to miRNAs and Ago proteins [11]. It appears reasonable to speculate that the targets of levelled miRNAs coupled with miRNAs may be selectively transported to either P-bodies or SGs, which leads to the degradation or stabilization of both mRNAs and miRNAs, respectively. It is likely that the HSR includes a highly coordinated programme of preserving the same sets of miRNAs and mRNAs, which may explain the levelling effect of strain-specific differences in miRNA profiles observed after HS. However, this hypothesis is not the only possible explanation of the observed phenomenon and definitely requires further study.

To show the differences and similarities of the modulation of miRNA expression during the HSR in different *Drosophila* strains more clearly, we conducted a time-course analysis that allowed us to monitor the changes in miRNA expression over time. Based on the obtained data, we concluded that all of the *Drosophila* strains have common (and apparently) species-specific as well as strain-specific features of miRNA expression regulation during the HSR. It is now clear that despite the absence of all of the *hsp70* genes, the miRNA expression profiles of the closely related strains *w^1118^* and *hsp70*^−^ have fewer differences compared with that of the unrelated *yw* strain. The expression of miRNAs belonging to groups #2 and #3 distinguished the *yw* strain from the other two and represents a clear example of strain-specific miRNA expression after HS (figure 4*b*). Moreover, miRNA expression appears to be more robust to HS in the *yw* strain as observed by the clustering of all of the differentially expressed miRNAs (figure 2*b*). We have also shown that the *yw* strain is more thermoresistant compared with the *w^1118^* and *hsp70^−^* strains (figure 1*c*). It is possible that the increased thermoresistance of the *yw* strain may be partly explained by strain-specific properties of the miRNA-mediated HSR.

What are the possible mechanisms underlying the alteration of miRNA abundance after HS treatment? Severe HS should reduce the activity of RNA Pol II, and, as expected, we observed decreasing pri-miRNA transcriptional levels and pronounced downregulation of the core miRNA biogenesis pathway genes (figure 5*b*) [38]. This finding can explain the downregulation of a subset of miRNAs, including the clusters 310–313, 994–318, 2a–2b and 13b–2c (figure 5*a*; electronic supplementary material, table S3).

We have also demonstrated the post-transcriptional regulation of several clustered miRNAs. For example, expression levels of miRNAs derived from clusters 277–34 and 314–956 are individually modulated even in opposing manners during the HSR. Moreover, the expression level of the cluster 6–309 transcript is decreased, whereas the levels of mature miRNAs belonging to this cluster are upregulated. Such regulation may include not only cluster-derived miRNAs, but also other miRNAs. Despite the observed downregulation of pri-mir-14 and pri-mir-308, mature miRNAs (e.g. miR-14-3p and miR-308-5p) originating from these precursor molecules exhibit upregulation after HS (figure 5*a*; electronic supplementary material, table S3). Because clustered miRNAs are transcribed as single primary pri-miRNA transcripts, the observed expression pattern can be achieved only by post-transcriptional regulation of mature miRNA [39,40]. Overall, these data suggest that miRNA expression regulation after stress occurs at both the transcriptional and post-transcriptional levels.

In the course of our analysis, we found evidence that strain-specific modes of the miRNA-mediated response during the HSR may include not only differential expression of miRNAs, but also the phenomenon of arm-switching [29]. One example involves miR-14-3p, which exhibits minimal expression levels under normal conditions but is actively accumulated upon HS treatment in the *w^1118^* strain (figure 5*d*,*e*). Because miR-14-3p regulates lipid and insulin metabolism and suppresses cell death, we speculate that its involvement in the regulation of these processes is crucial especially during the HSR but may significantly differ in different strains under normal physiological conditions [41,42].

The detected changes in miRNA abundance after HS treatment may have an impact on the transcriptome and proteome of the cell. To predict the consequences of miRNA expression changes in more detail, we conducted a target analysis of HS-responsive miRNAs. For this purpose, we used a minimal universal set of stress-responsive genes reported by different groups [2,31–33]. However, it is clear that this type of analysis has obvious limitations. For instance, the response of target mRNA expression to changes in miRNA expression is usually delayed temporally [43,44]. As a result, the alteration of miRNAs and the abundance of their corresponding mRNA targets should occur in different time intervals. In addition, these stress-responsive genes were identified only by analysis of transcriptome, which underestimates the number of miRNA targets. However, we believe that this approach may be applied to evaluate the nature of the impact of miRNA-mediated silencing on the physiology of cellular response to stress exposure.

In the course of this analysis, we demonstrated that approximately 20% of the stress-responsive genes represent potential targets of HS-responsive miRNAs (figure 6*a*). Generally speaking, HS-responsive miRNAs may regulate genes involved in a wide range of cellular processes and various functions, including transmembrane transporter activity, diversified catalytic activities, protein kinase cascade and HSPs (figure 6*c*). All these processes are involved in the recovery of cellular homeostasis after stress [1,3,45].

Our observation that each HS-responsive miRNA group may have potential targets among all of the groups of stress-responsive genes—the early-up, early-down and late-up genes (figure 6*b*)—most likely resembles the complex kinetics of miRNA-mediated mRNA repression. Importantly, different miRNA groups target genes belonging to the similar GO functional categories (figure 6*c*). This observation may indicate that the same cellular processes that are involved in the formation of the adaptive response to HS may be regulated by HS-responsive miRNAs. This continuous control of cellular processes is probably executed by various miRNAs with different expression levels at different time points after HS to provide fine-tuning of gene expression during the HSR.

It is clear that basic structure of the miRNA : mRNA regulatory network represents a species-specific trait, which can be modulated by different stress stimuli such as HS. It is a challenge to determine whether the interstrain differences in the modulation of this network by HS demonstrated in this study have some adaptive value.

Our analysis of the dynamics of miRNA expression changes occurred on the background of HS-induced suppression of protein synthesis. It is known that the physiological activity of Hsp70 contributes to the rapid recovery of original translational pattern and facilitates the restoration of whole-organism function after HS [23–25,46,47]. We expected that deletion of *hsp70* genes would exert a pronounced effect on the modulation of miRNA expression after HS. However, the modulation of miRNA expression during the HSR appears not to depend on the recovery rate of protein synthesis. Thus, in our studies, we failed to observe the differences in miRNA expression patterns between the closely related *w^1118^* and *hsp70^−^* strains within the first 6 h after HS, when protein synthesis in these strains differs greatly. However, the expression of miRNAs after HS is not Hsp70-independent altogether, because the miRNAs in group #4 (late-down) as well as group #1 in the *hsp70^−^* strain show notable differences in miRNA expression profiles compared with the control strains (figure 4*b*). Thus, we concluded that the absence of Hsp70 affects the expression of miRNAs after HS, which is probably owing to its impact on cellular metabolism. Along these lines, it has recently been shown that overexpression of Hsp70 results in the stabilization of miR-23a levels in an acute lymphoblastic T-cell line, which leads to decreased sensitivity of the cells to heat-induced NOXA-mediated apoptosis [48].

As computational miRNA target prediction shows, *hsp70* transcripts may be a target for regulation by a set of abundant miRNAs; for example, miR-14 and miR-8 (data not shown). It is possible that a tremendous number of *hsp70* transcripts appearing in the cytoplasm after HS can block certain miRNAs (akin to a ‘sponge’ effect) and thereby abrogate the silencing of their authentic targets [49]. Furthermore, recent findings indicate that Hsp70 can directly bind and stabilize ARE-containing mRNAs that are the preferential targets of miRNAs themselves [50]. Therefore, the exact mechanisms underlying the involvement of Hsp70 and other components of the HSR in the miRNA-mediated gene silencing machinery require further investigation by exploring different model species and stress conditions.

## 4. Material and methods

### 4.1. *Drosophila melanogaster* strains

*Drosophila melanogaster* strain *w^1118^* (Df(3R)Hsp70A, Df(3R)Hsp70B), referred to as *hsp70^−^* in which all *hsp70* genes were deleted, was obtained from the Bloomington Drosophila Stock Centre (stock number: 8841). Validation of the absence of *hsp70* genes in the genome of *hsp70^−^* strain was performed, using DNA genotyping, RT-PCR and Western blot. Strains *w^1118^* and *df(1)yw67c23(2)*, referred to as *yw*, were used as controls. It should be noted that *w^1118^* is a closely related strain because it represents one of the parental strains that was explored in the genetic experiments that were conducted to obtain the *hsp70^−^* strain. Another control strain, *yw,* is a common laboratory strain that is unrelated to *w^1118^* and *hsp70^−^* strains. All flies were reared at 25°С on a standard sugar–yeast–agar medium.

### 4.2. Heat treatment

Heat shock protocols used in these experiments were empirically developed. For molecular biological experiments, adult 3- to 5 day old females were used. HS treatment was carried out in a circulating water bath at 38.5°C for 30 min. After 1, 6 and 24 h of recovery after HS at 25°С flies were used for experiments.

For thermotolerance studies, 0–1-day-old flies were anaesthetized and grouped as 25 adult males or females per vial. The next day the flies were exposed to HS, as described above. The survival rate was estimated the next day. Male and female survival did not differ significantly, and hence we grouped the results obtained for both sexes. The sample size for each genotype was 150–200 flies.

### 4.3. Quantitative-PCR

Total RNA was extracted using TRI-reagent (Sigma-Aldrich, USA). After that, total RNA was treated by DNase 1 (Sigma-Aldrich, USA) and used for further analysis. For pri-miRNA, study cDNA was prepared using gene-specific primer and Thermoscript reverse transcriptase (Invitrogen, USA) according to Schmittgen *et al.* [51]. For protein-coding genes analysis, cDNA was prepared, using random primer and MMLV reverse transcriptase (Evrogen, Russia) according to manufacturer's recommendations. Experiment was performed on ABI PRISM 7500 Sequence Detection System (Applied Biosystems, USA). Detection of amplification products was carried out using SYBR Green 1 with the presence of ROX reference dye (Evrogen, Russia) in accordance with the manufacturer's protocol. Specificity of amplified products was verified by sequencing as well as melting curve analysis. Quantification was normalized to ubiquitously expressed *2S* and *snoR442* genes (for pri-miRNAs) and to *rp49* and *αTub* (for protein-coding genes). Calculation of relative expression levels was done, using the equation 2^−ddCt^. The resulting value of the expression for each sample was determined basing on three biological replicates. Sequences of used primers are shown in electronic supplementary material, table S1.

### 4.4. Northern blotting

Typically, 30 µg of total RNA was separated in TBE-based 15% polyacrylamide gel in the presence of 8 M of urea. After electrophoresis, gel fragment containing small RNAs was transferred to Hybond XL (GE Healthcare, UK). The RNA was fixed using EDC cross-linking according to Pall & Hamilton [52]. Prehybridization and hybridization steps were performed by incubating the membrane with 10 ml of ULTRAhyb-Oligo (GE Healthcare, UK). One hundred nanograms of chemically synthesized DNA probe (Evrogen, Russia) were 5′-32P-radiolabelled with polynucleotide kinase (New England Biolabs, USA) and 4 µl γ-32P-ATP (10 mCi ml^−1^) and purified, using an Illustra Microspin G-25 column (GE Healthcare, UK). Membranes were analysed by phosphorimaging system (Perkin Elmer, USA). Sequences of used probes are shown in electronic supplementary material, table S1.

### 4.5. Western blotting

Protein extracts of flies exposed to HS were obtained at specified time intervals (1, 3, 6 and 24 h) after HS. Control flies were kept at 25°C. After electrophoresis, proteins were transferred to a nitrocellulose membrane (GE Healthcare, UK). Hsp70 was detected using monoclonal antibodies 7FB that are specific for the inducible Hsp70. Antibodies were kindly provided by Prof. S. Lindquist. The anti-Ago1 (ab5070, 1/750) antibodies used were purchased from Abcam, USA. Detection of a ubiquitous *Drosophila* protein, actin 5c, was used as a loading control exploring the antibody to actin, clone c4 (Millipore, USA). Immune complexes were detected, using chemiluminescence (ECL Kit, GE Healthcare, UK) on a ChemiDoc MP system (Bio-Rad, USA) after incubation with secondary antibodies conjugated with horseradish peroxidase (Millipore, USA).

### 4.6. Incorporation of [S35]-labelled methionine into *Drosophila melanogaster* salivary gland proteins

The third-instar larvae were subjected to HS for 30 min at 38.5°C. At intervals of 1, 3 and 6 h after HS, salivary glands were dissected and incubated for 40 min at 25°C in 20 µl of Schneider's insect medium lacking methionine (Sigma-Aldrich, USA) and supplemented with 1 µl (1 µCi) of [35S]-labelled methionine (GE Healthcare, UK). Salivary glands from the larvae were kept at 25°C and used as the control. Labelled salivary glands were lysed in 20 µl of Laemmli sample buffer. Protein extracts were separated in a 10% SDS–polyacrylamide gel. Equal amounts of each sample were used. Incorporation of the radioactive label was evaluated, using radioautographic exposure.

### 4.7. Small RNA libraries preparation

Total RNA was isolated using Tri-reagent (Sigma-Aldrich). Approximately 25 µg of total RNA was separated, using 15% polyacrylamide gel electrophoresis containing 8 M urea. After incubation in an ethidium bromide solution (0.5 µg ml^−1^), gel fragments corresponding to the small RNAs fraction were excised. We used chemically synthesized RNAs (Syntol, Russia) corresponding to 21 and 27 nucleotides as size markers.

Cloning of small RNA libraries was conducted, using the Illumina TruSeq Small RNA Prep Kit (Illumina, USA) according to the manufacturer's protocol. Each sample was made in two biological replicates except for the *yw* 24 h sample, which is represented only once. Sequencing of the small RNAs was performed on an Illumina HiSeq 2000 (Illumina).

### 4.8. Statistical analysis

Thermotolerance results were analysed using the Mann–Whitney test. Student's *t*-test and the Mann–Whitney test were used to compare mRNA levels between the studied groups at specified time intervals. *p*-values ≤ 0.05 were considered to be statistically significant.

### 4.9. Bioinformatic analysis

Pre-processing and mapping of small RNA libraries to the *dm3 Drosophila* genome assembly was performed as previously described [27]. The number of reads mapped to the miRNAs was counted, using the BedTools toolkit (v. 2.22) and miRBase (r.19) annotation [53].

miRNAs that were differentially expressed after HS exposure were evaluated using two approaches. First, we performed the pairwise comparison of the studied strains at each time point (e.g. control versus control, 1 versus 1 h, etc.). This comparison was performed using edgeR (v. 3.10.2) and DESeq (v. 1.22) packages in an R environment (v. 3.2.2) [54,55]. The miRNA was considered to be differentially expressed whether there were more than or equal to 50 counts and whether it was detected by both programmes with *p*_adj_ ≤ 0.05 (BH correction) and log_2_ FC ≥ 1.5. RNA editing analysis was performed with the REDItools software suite in de novo calling mode [56].

Second, to identify miRNAs with significant temporal expression changes and differences between the strains, we performed a time-course analysis of miRNA expression profiles. For this, counts of the reads for each miRNA were converted to RPM, log_2_-transformed and z-scaled across the expression profiles. The normalized expression values at each time point were additionally normalized to the corresponding expression value at the control time point before HS such that the expression of each miRNA at control point was 0. Time-course analysis was evaluated, using the maSigPro package (1.40.0). The parameters used were a global regression to find differentially expressed genes with a *Q*-value = 0.05 (BH correction), a stepwise regression to find significantly changed expression profiles with the ‘backward’ method, and a cut-off value of *α* = 0.05 [57]. The procedure of model fitting was performed three times, using each of the strains as a reference. miRNAs with a regression model of *R*^2^ ≥ 0.6 were considered as miRNAs with a significantly changed expression profile. Identified miRNAs were combined to identify differentially expressed miRNAs at least in one strain, two strains or in all three strains. For the hierarchical clustering of miRNAs, the *Y^S1^* distance and ‘complete’ methods were applied to miRNAs with significantly different expression profiles in at least two strains. In our analysis, the *Y^S1^* distance was chosen, because according to the last published benchmark, this metric outperforms the other types of correlation-based distances [58,59].

To identify the functions of all levelled miRNAs targets (class #1 miRNAs; for a description of the defined miRNA classes, see the text), we used targets predicted either by TargetScanFly v. 6.2 or DIANA microT v. 4 [60,61]. Only targets that were unique for a given miRNA group across all of the groups were kept. For targeting analysis of the stress-responsive genes, we used three additional prediction algorithms: the Miranda-SVRscore, PicTarFly and MicroCosm databases [62–64]. Only targets predicted by at least two of these algorithms were considered.

The analysis of the enriched GO terms was performed using the topGO package (2.22.0) with the *elim* algorithm and a *p*-value = 0.05 (Fisher's exact test) and *Q*-value = 0.05 (BH correction) as cut-offs. All of the terms with evidence of IEA, RCA and ND were removed before enrichment analysis. Redundant GO terms were removed, using REVIGO software [65]. The semantic similarity of the enriched GO terms (*p*-value ≤ 0.05) of groups of miRNAs targets was evaluated with the GOSemSim package (1.28.1) [66]. To estimate the *p*-value of the given similarity score, we calculated the semantic similarity of randomly sampled set pairs of GO terms of the same size; the *p*-value was estimated as the frequency of random GO term group pairs having with the same or greater semantic similarity score (*n* = 500).

## Supplementary Material

Figure S1

## Supplementary Material

Figure S2

## Supplementary Material

Figure S3

## Supplementary Material

Figure S4

## Supplementary Material

Supplementary Tables S1–S5

# Supplementary material for: Interplay between RNA interference and heat shock response systems in Drosophila melanogaster
**Source:** Open Biol. 2016 Oct 19;6(10):160224. doi: 10.1098/rsob.160224

# A

## Dynamics of miRNA expression (*w<sup>1118</sup>* vs *hsp70*<sup>-</sup>)

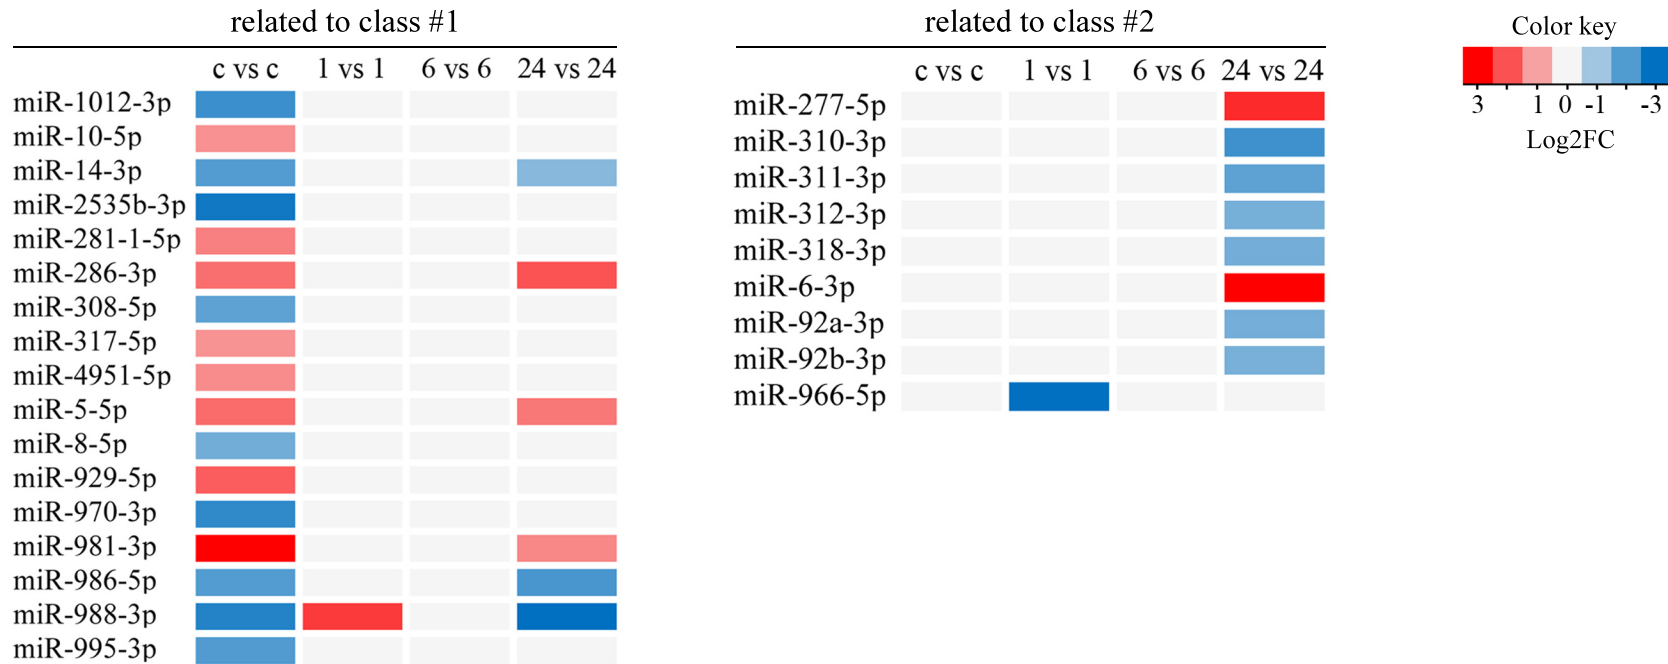

B

Dynamics of miRNA expression (*w<sup>1118</sup>* vs *yw*)

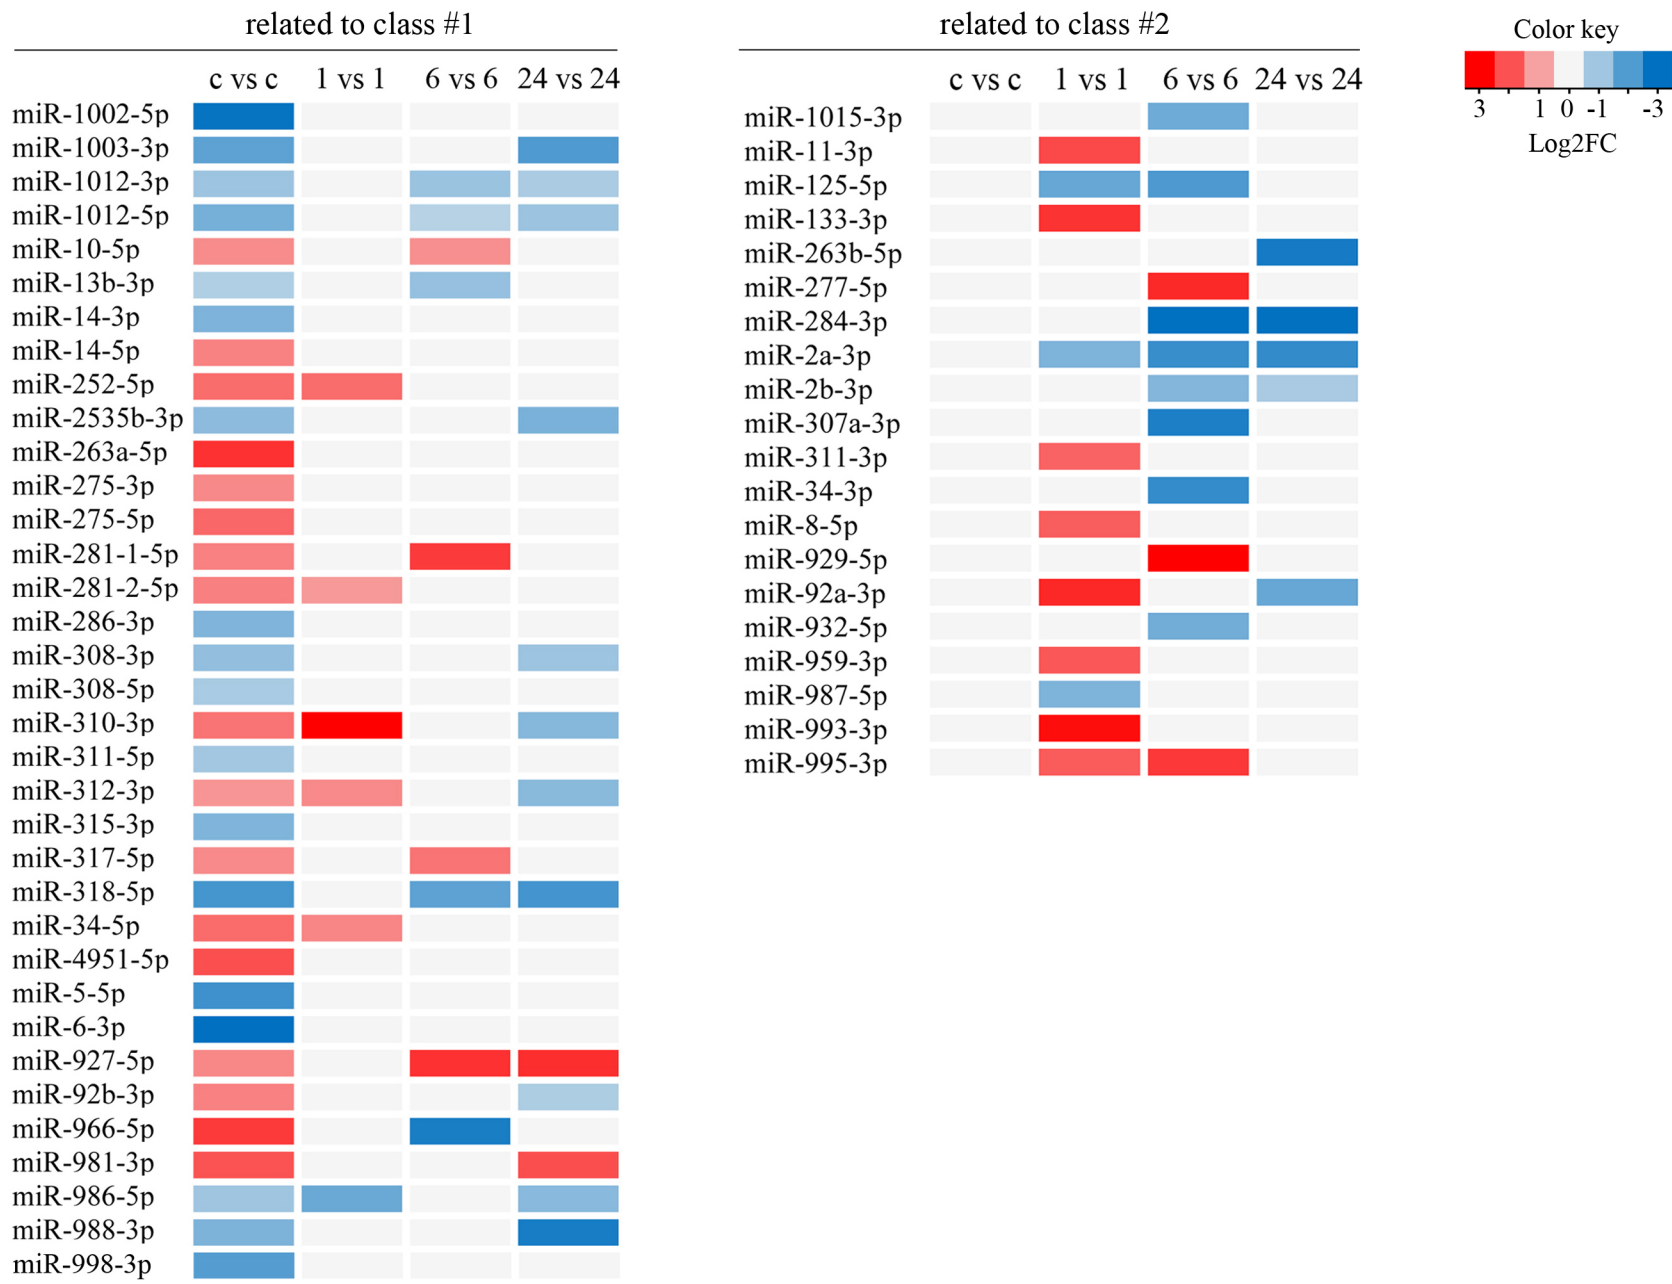

C

Dynamics of miRNA expression (*yw* vs *hsp70*)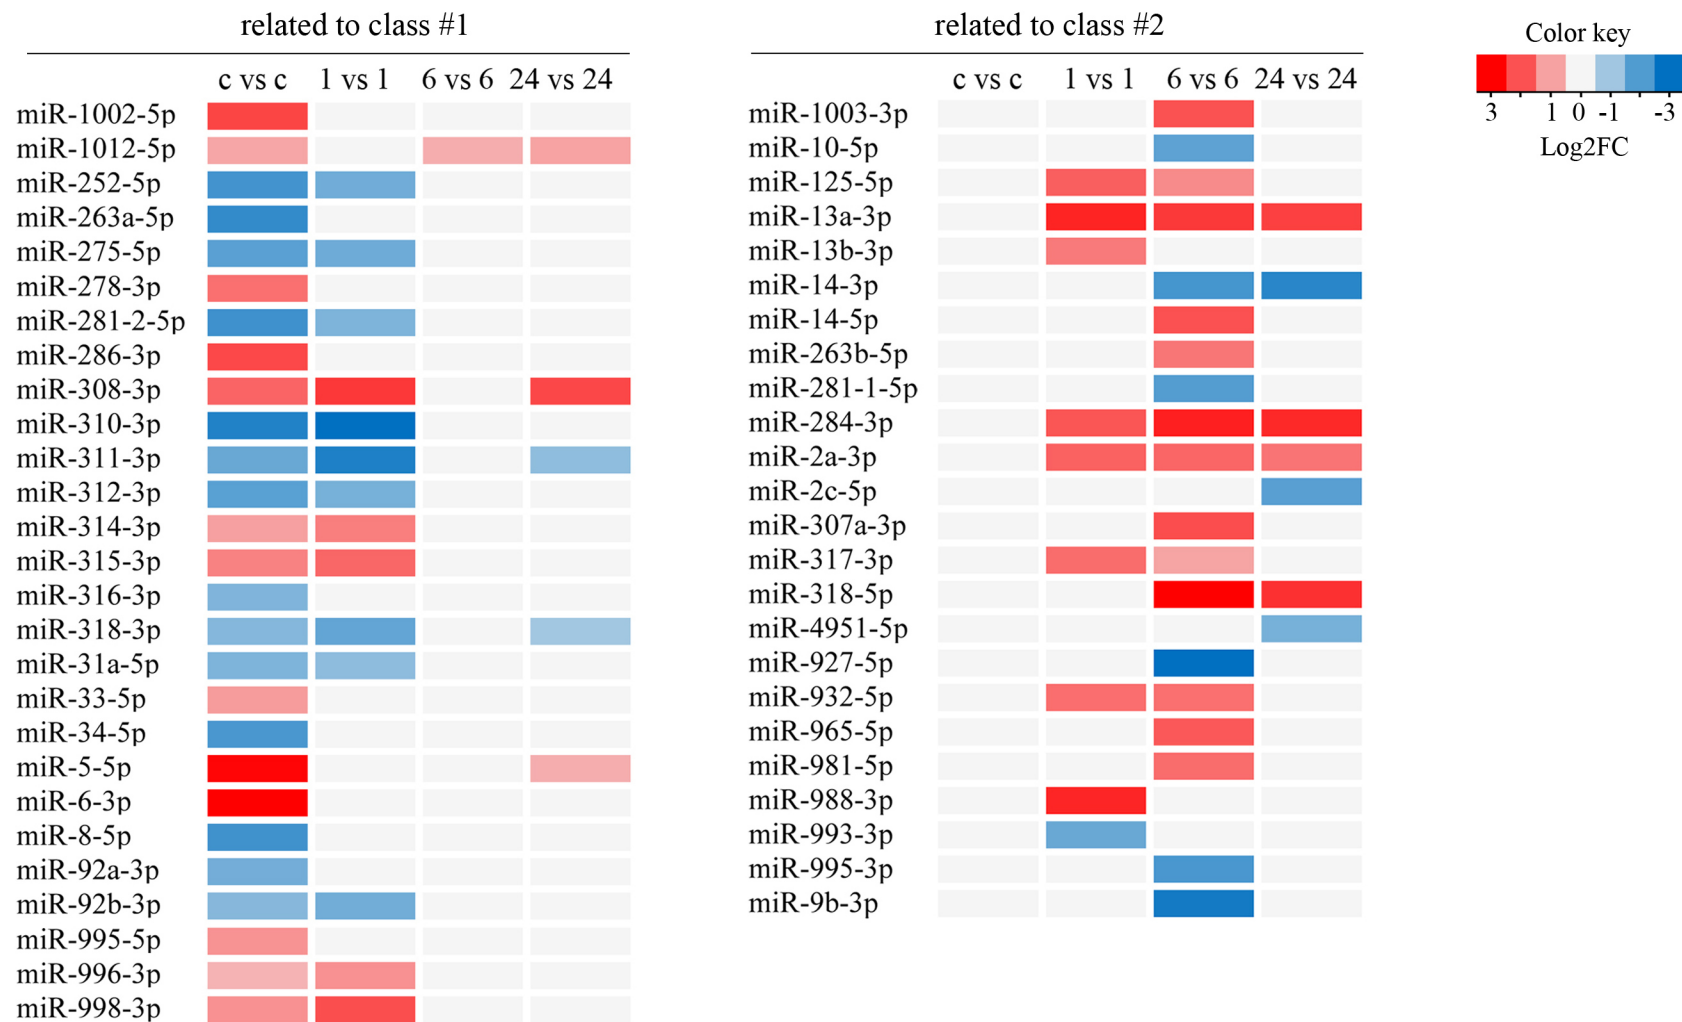

**Supplement:** Figure S2

# Supplementary material for: Interplay between RNA interference and heat shock response systems in Drosophila melanogaster
**Source:** Open Biol. 2016 Oct 19;6(10):160224. doi: 10.1098/rsob.160224

A

Biological processes of unique group #1 ( $w^{1118}$  vs  $hsp70^-$ ) miRNA targets

(1)

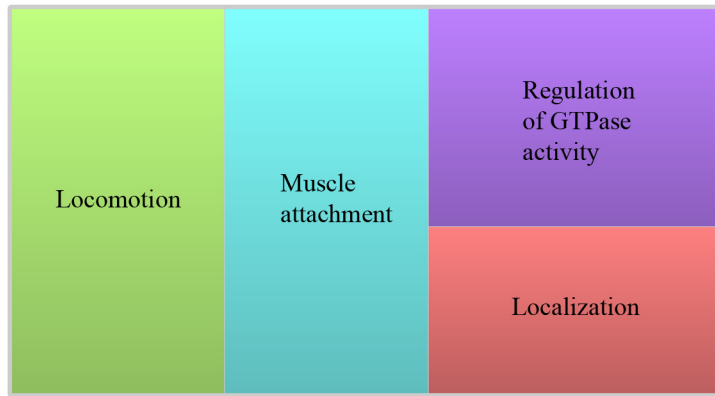

(2)

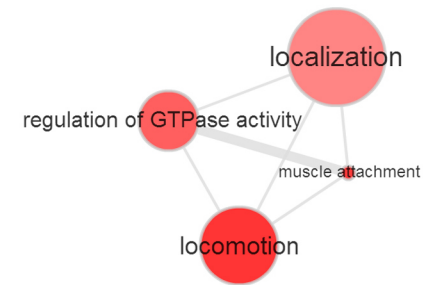

B

Biological processes of unique group #2 ( $w^{1118}$  vs  $yw$ ) miRNA targets

(1)

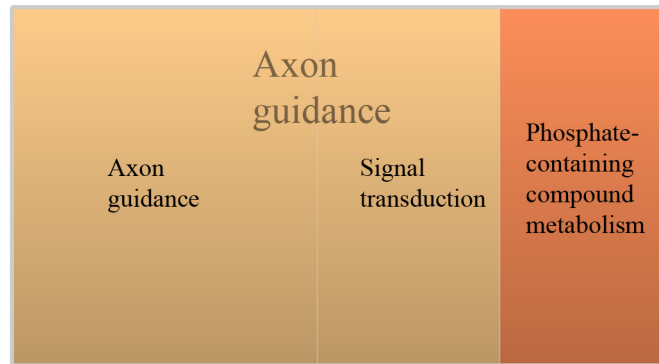

(2)

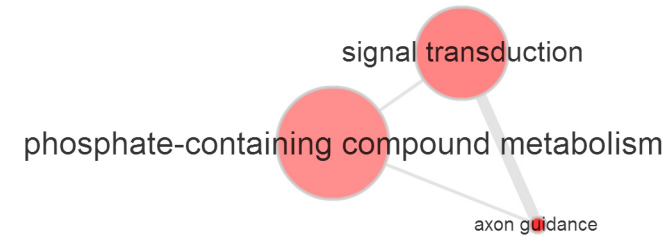

C

Biological processes of unique group #3 ( $hsp70^-$  vs  $yw$ ) miRNA targets

(1)

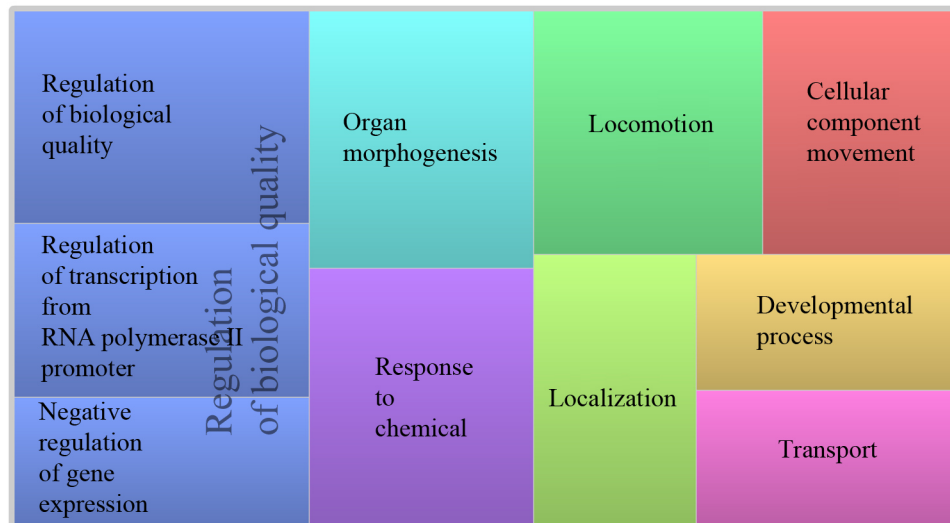

(2)

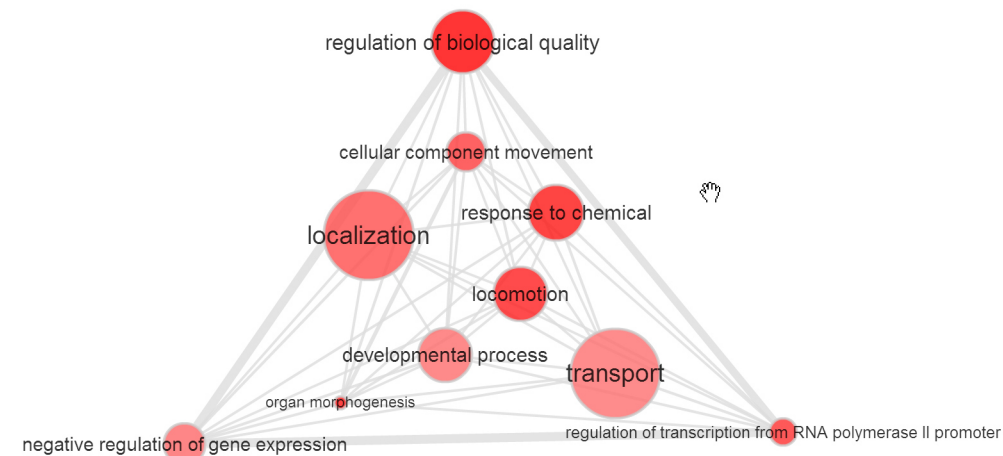

D

Biological processes of shared group #1 ( $w^{1118}$  vs  $hsp70^-$  &  $w^{1118}$  vs  $yw$ ) miRNA targets

(1)

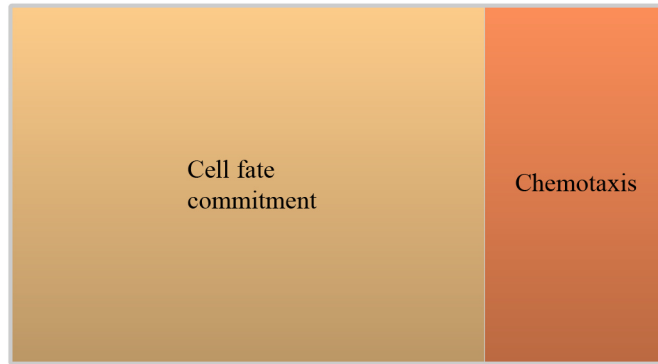

(2)

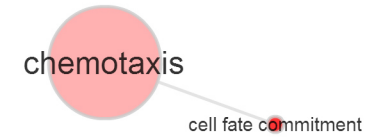

E

Biological processes of shared group #2 ( $w^{1118}$  vs  $yw$  &  $hsp70^-$  vs  $yw$ ) miRNA targets

(1)

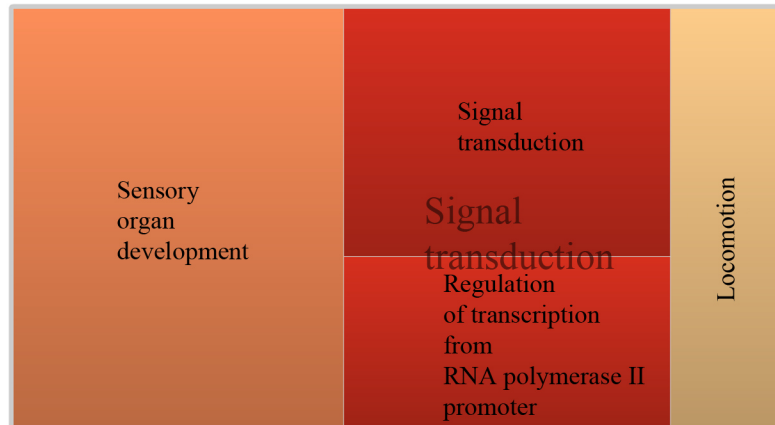

(2)

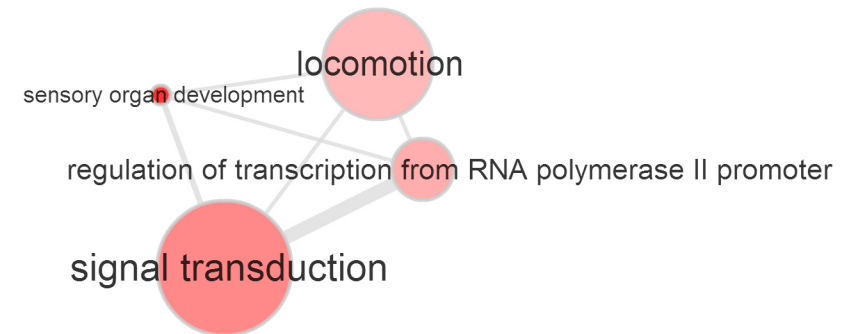

F

Biological processes of shared group #3 ( $w^{1118}$  vs  $hsp70^-$  &  $hsp70^-$  vs  $yw$ ) miRNA targets

(1)

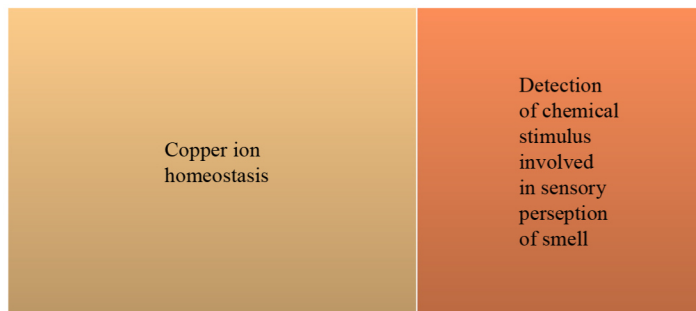

(2)

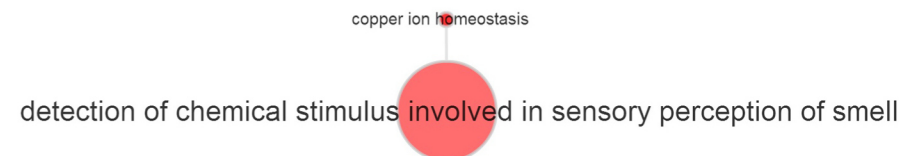

# G

## Biological processes of common miRNA targets

(1)

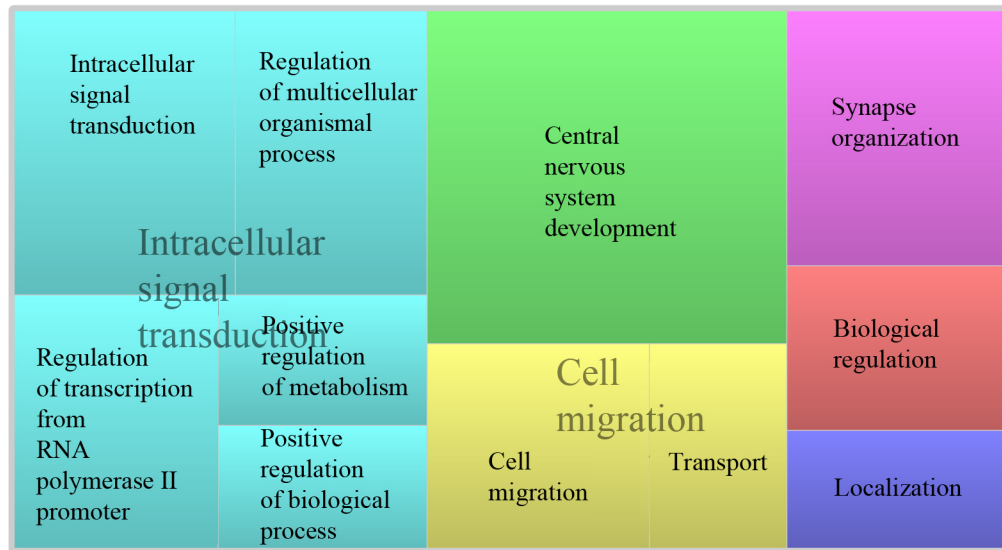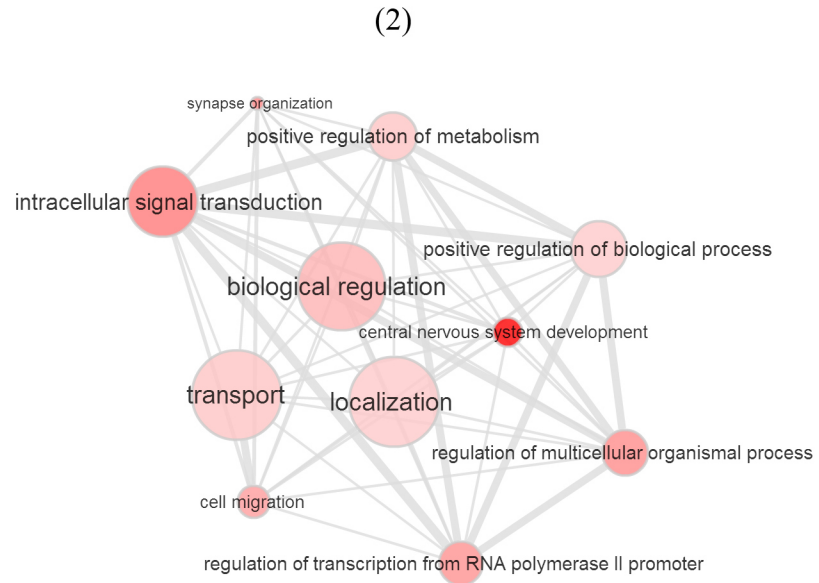

**Supplement:** Figure S3

How the deposited data were processed for this re-analysis (not part of the article)

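Small RNA was sequenced from whole adult females of 3 *D. melanogaster* strains, w1118, hsp70- (without hsp70 genes) and yw, at control (25°C) and 1, 6 and 24 h after HS (38.5°C for 30 min). Each of the 12 groups had 2 libraries, so 24 libraries were used. Each library had a file of counts and a file of RPM. Conditions were taken from the sample labels. The labels name the third strain w, and it was read as yw because the other 2 strains carry the same names in the labels and in the paper. The paper's methods state that the yw 24 h sample is represented only once, whereas the files hold 2 libraries for it. The 2 differ by more than sampling noise and both were used. This cannot decide whether they come from separate biological samples, since 2 libraries of 1 sample could also differ so.

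The authors deposited counts, that is, the number of reads on each miRNA arm, without normalization. According to the paper they mapped the reads to the dm3 genome and counted them with BedTools and the miRBase annotation. The aligner, the filters on reads and the handling of reads that map to several loci are not stated in the paper, which refers to earlier work. The authors also deposited RPM values, the same counts divided by a library total. In each library the ratio of count to RPM is 1 constant. The total behind it is larger than the sum of miRNA counts, which made up between 50.3% and 78.2% of it, and the paper does not define it.

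The sum of miRNA counts per library ranged from 947183 to 6934652. The most abundant miRNA, miR-1-3p or miR-184-3p in every library, held between 18.7% and 39.0% of these counts. The smallest value the depth can show, 3 counts of the total, lay between 0.43 and 3.17 counts scaled to the library total as in RPM (CPM). Shares of miRNAs are given with 95% Wilson intervals from scipy. A miRNA can enter for several pairs or times, so intervals of shares of strain differences are too narrow.

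Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, glmQLFit, glmQLFTest) in 1 fit of all 24 libraries with 12 groups and no other term. miRNAs with at least 50 counts in at least 2 libraries were kept, which left 179 of 426. The 3 pairs of strains were compared at each of 4 time points (12 comparisons) and each strain at 1, 6 and 24 h with its control (9 comparisons), with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1.5. The difference between 2 strains in their change from control was tested in 9 response comparisons at the same adjusted p without a fold change threshold. A changed time course is an adjusted p of at most 0.05 in the F test with 3 degrees of freedom of 1, 6 and 24 h against control within a strain. Standard errors are the absolute log2 fold change divided by the square root of F. Normalized CPM use edgeR's TMM factors, and log2 values a prior count of 2. With 2 replicates per group, an exact permutation test of single values cannot reach a p below 0.333, so adjusted p values come from models fitted across all miRNAs by edgeR or limma.

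The mean log2 fold changes of the paper's 6 groups (its Table S3) and of 8 genomic clusters were tested with fry of limma 3.58.1 in the same fit, with adjustment over 54 tests of groups and 72 tests of clusters. Groups and cluster members come from the paper's list of changed time courses in the same experiment. Their p values are therefore no independent evidence of a change. The distance between strains is the root mean square difference in log2 CPM over all filtered miRNAs, for the 4 pairs of libraries of 2 groups. Clustering used the group means of the differentially expressed miRNAs, Euclidean distance and complete linkage. The count of class 1 miRNAs still differing after HS has a reverse count, which starts from the differences after HS, because class 1 is chosen at control. Locations come from the BDGP6 annotation of Ensembl release 115. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the rest.

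The miRNAs named in the text follow a rule written before the files arrived: every mature miRNA or arm the paper names in its results, and in each strain comparison and each comparison with control the miRNA with the largest absolute log2 fold change among those past the threshold whose replicates do not overlap. Where the paper names no arm, the arm in its Table S3 was taken. An exception is miR-314, for which miR-314-3p was given values although that list holds miR-314-5p. The miRNAs named only for RNA editing have no values here, which departs from the rule, since editing cannot be measured from counts per arm. miRNA targets, qPCR, western and northern blots and the proteins are not in the files analysed here.

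The alternatives to these choices were DESeq2 size factors and plain totals for normalization, DESeq2 1.42.0 as the test, calls by both edgeR and DESeq2, limma on log2 of the RPM with a pseudocount of 1 or 0.1, no count filter, at least 50 counts in every library, a linear fold change of 1.5, only the groups compared in a fit, a block for the replicate number, copies of a mature miRNA summed (172 rows) and each library left out in turn. Rows were taken as copies of 1 mature miRNA when their counts differ by at most 10% in every library in which 1 of them has at least 50 counts. For the time courses, a stepwise regression was written after the paper's description of maSigPro, with a degree of 2, an R2 of at least 0.6 and an alpha of 0.05, and a fold change threshold at 1 time point was added to the F test. The clustering was repeated with correlation distance, average linkage and the RPM, the correlation of replicates with another pseudocount and without a filter, and the miR-14 arm ratio with the RPM. After the data had been seen, 4 alternatives were added, which were the exchange of the names w1118 and yw, thinning every library to 947183 counts, and leaving out each library for the clustering and for the miR-14 arm ratio. Replicates of the same number were not taken as paired. The differences between replicates 1 and 2 of 2 groups had a mean correlation of 0.028 over 66 pairs of groups (sign-flip permutation p = 0.175). These pairs lie within and between strains, so the check cannot exclude a pairing within 1 strain.

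The code was tested on simulated counts in which 38 rows changed by a log2 fold change of 3. The edgeR test called 100% of the changed rows and 2 unchanged rows, with a median estimate of 3.01, and made 0 calls where nothing had been changed. The time F test found 94.7% of them and 0 rows in the unchanged strain. The stepwise regression found 100% of 30 changed rows, but it also kept 11 and 15 rows in the 2 strains without a change, so its counts are less strict than its threshold implies. The colours of the 528 cells of Fig. S2, read by eye, were checked against the pixels of the image and all 528 readings were the same.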

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

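The change from control itself differed between strains, by a test of the difference in edgeR's fit, for 6 of the 9 comparisons. Between w1118 and yw it differed for 11 miRNAs at 1 h, 13 at 6 h and 3 at 24 h. Between yw and hsp70- it differed for 14 miRNAs at 1 h and 2 at 6 h, and between w1118 and hsp70- for 3 at 6 h. The other 3 comparisons gave none. The largest difference in size was -10.2 on the log2 scale, for miR-1002-3p between w1118 and hsp70- at 6 h, a miRNA with at most 87 counts in any library. The smallest adjusted p values were those of miR-986-5p, which differed at 1 and at 6 h. At 6 h the difference was 8.84 between yw and hsp70- and -8.48 between w1118 and yw. At 1 h it rose more in yw than in hsp70- by 8.04 (standard error 0.87, adjusted p = 4.3e-06 from edgeR) and more than in w1118 by 6.50 (the difference w1118 minus yw was -6.50, adjusted p = 7.3e-05). Both yw libraries at 1 h were above both of its control libraries. At 24 h miR-986-5p in yw had 2.7 and 1.1 normalized CPM. For miR-966-5p the difference at 1 h went the other way, with 6.41 between w1118 and yw, where both w1118 libraries rose above both of their controls and both yw libraries fell below theirs. These miRNAs had few counts in some groups, and such low values enlarge log2 differences.

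Several technical explanations were tested for the sum of 46 response differences. With the authors' RPM and limma in place of TMM and edgeR there were 58, so the normalization alone may not account for them. After thinning every library to the smallest total there were 41, and with copies of a mature miRNA merged there were 37, both within 1.5 times of 46. Requiring at least 50 counts in every library, which was not 1 of these tests, lowered the counts at 1 and 6 h, as given below. Leaving out w1118 24 h replicate 1 cannot decide whether single libraries created the 46. That library enters only the comparisons of w1118 at 24 h, which held 3 of them, and the fit leaves 1 library in its group. The prediction for the RPM was written together with the command for the first fit, after raw counts had been looked at but not this result, and the other 3 were written after the results had been seen. Batches could not be tested, since the labels give no dates. A batch shared by all libraries of 1 strain, or by all of 1 time point, cancels in a response difference. The responses cannot be told apart from a batch of the libraries of 1 strain at 1 time point. A different response of the strains to HS remains 1 possible explanation beside it. Groups of 2 libraries are too small to count other splits of the samples.

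Outside the miRNAs of the paper's Fig. S2 and its Tables S2 and S3, 15 miRNAs differed between strains in at least 1 comparison. Examples are miR-1004-5p, found at 21.7 and 26.2 normalized CPM in w1118 at control with 0 counts in hsp70-, and miR-958-3p, with a log2 fold change of 2.83 between w1118 and hsp70- at 1 h (standard error 0.53, adjusted p = 0.0014 from edgeR, both w1118 libraries above both hsp70- libraries). For miR-958-3p, the count ranged from 185 to 13809 over the libraries, so it had more than 50 counts in every library. Only 1 of the 15 miRNAs had at least 50 counts in every library. A miRNA lacking in 1 strain cannot reach this. The count therefore cannot decide whether low counts explain why the other 14 are absent from the paper's lists. Among these 14, miR-968-5p ranged from 0 to 640 counts and miR-33-3p from 9 to 797, whereas miR-1002-3p had at most 87. After thinning, 13 of the 15 still passed in the same comparison, so differences in depth may account for few of them. Both predictions were written after the miRNAs had been found. A variant of a strain that hides a miRNA from mapping was not tested, since no genome sequence was part of the data used here. A lack of reads in 1 strain cannot be told apart from such a variant. All of these differences involve w1118 and would involve yw with the names exchanged, an alternative chosen after seeing the data.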

How the results depend on the processing

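The alternatives were written down before the processed files arrived, as were the main settings and the rule for named miRNAs, except where an alternative is said to be chosen after seeing the data. Of 70 headline results, 8 were unchanged under every alternative. These were the share of class 1 differences remaining at 6 h and its reverse count, the mean of group 2 in hsp70- at 1 h, of group 1 in hsp70- at 6 h and of group 3 in yw at 1 h, the position of w1118 at 1 h in the tree, the mean correlation of replicates, and the change of the miR-14 arm ratio in hsp70- at 1 h. Unchanged means on the same side of the test, or for the untested ones within the spread of replicates, so several of the 8 are stable as values that are not past a threshold. Of 614 rows of headline results under alternatives not chosen after seeing the data, 443 were the same, 10 weaker, 7 stronger and 154 moved. Of 111 rows under the alternatives added later, 77 were the same, 2 weaker, 2 stronger, 23 moved and 7 reversed. Leaving out a library gave 384 rows, of which 241 were the same, 23 weaker, 2 stronger, 114 moved and 4 reversed. For named miRNAs and clusters, 711 rows held 566 the same, 16 weaker, 36 stronger and 93 reversed, and 424 rows without a library held 323, 49, 11 and 41. Below, counts are numbers of miRNAs and all other values are on the log2 scale unless a percent is given.

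Keeping every miRNA adds rows with few counts, whose changes rest on single reads in some libraries and it changes the spread that edgeR shares across miRNAs, so calls could be gained by either route. Unfiltered data gave 49 strain differences between w1118 and hsp70- at control and 20 at 24 h, 22 between yw and hsp70- at control, 7 at 1 h, 4 at 6 h and 13 at 24 h, and 48 between w1118 and yw at 1 h and 23 at 24 h. Unfiltered data gave 9 changes from control in w1118 at 1 h, 41 at 6 h and 9 at 24 h, 32 in hsp70- at 1 h, 17 at 6 h and 5 at 24 h, and 30 in yw at 1 h, 22 at 6 h and 22 at 24 h. Unfiltered data gave 11 response differences between w1118 and hsp70- at 1 h, 33 at 6 h and 1 at 24 h, 19 between w1118 and yw at 1 h, 26 at 6 h and 17 at 24 h, and 31 between yw and hsp70- at 1 h and 11 at 6 h. Unfiltered data gave 135 miRNAs differing in any strain comparison. Unfiltered data gave 26.1% of class 1 differences remaining at 24 h. Unfiltered data gave 66 changed time courses in w1118, 40 in hsp70-, 69 in yw, 19 in all 3 strains, and 106 in any strain. Unfiltered data gave interstrain distances of 1.34 at control, 1.13 at 1 h and 1.21 at 24 h. Unfiltered data gave means of log2 fold changes no longer past the threshold of -0.829 at 1 h for group 3 in w1118, -1.26 at 24 h for group 4 in hsp70-, -0.497 at 1 h for group 1 in yw and -1.60 at 24 h for group 6 in yw. Unfiltered data gave means of log2 fold changes with the opposite sign of 0.0326 at 1 h and -0.0174 at 6 h for the miR-100 to miR-125 cluster in w1118, -0.0279 at 6 h for the miR-314 to miR-956 cluster in w1118 and -0.290 at 24 h for the miR-2a to miR-2b cluster in w1118.

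Requiring 50 counts in every library leaves 88 miRNAs and removes those with few counts in any group, such as miRNAs found in only 1 strain, which could explain the lower counts. Strict filtering gave 9 strain differences between w1118 and hsp70- at control, 10 at 1 h, 14 at 6 h and 1 at 24 h, 12 between w1118 and yw at control, 13 at 6 h and 3 at 24 h, and 0 between yw and hsp70- at 1 h. Strict filtering gave 1 change from control in w1118 at 1 h, 9 at 6 h and 1 at 24 h, 5 in hsp70- at 1 h and 0 at 6 h, and 6 in yw at 1 h and 4 at 6 h. Strict filtering gave 5 response differences between w1118 and yw at 1 h and 5 at 6 h, 8 between yw and hsp70- at 1 h and 0 at 6 h, and 0 between w1118 and hsp70- at 6 h. Strict filtering gave 38 miRNAs differing in any strain comparison. Strict filtering gave 20% of class 1 differences remaining at 1 h. Strict filtering gave 17.2% of later differences also present at control at 1 h and 28.6% at 24 h. Strict filtering gave 15 changed time courses in w1118, 4 in hsp70-, 11 in yw, 0 in all 3 strains, and 22 in any strain. Strict filtering gave interstrain distances of 1.06 at control, 1.11 at 1 h, 0.936 at 6 h and 0.935 at 24 h.

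Exchanging the names w1118 and yw was chosen after seeing the data, and it moves each value to the other strain without changing any count. The exchange gave 6 strain differences between w1118 and hsp70- at control, 1 at 1 h, 0 at 6 h and 2 at 24 h, and 31 between yw and hsp70- at control, 34 at 1 h, 32 at 6 h and 4 at 24 h. The exchange gave 15 changes from control in w1118 at 1 h, and 5 in yw at 1 h. The exchange gave 14 response differences between w1118 and hsp70- at 1 h, and 0 between yw and hsp70- at 1 h. The exchange gave means of log2 fold changes now past the threshold of -0.655 at 1 h for group 1 in w1118 and -1.53 at 24 h for group 4 in w1118. The exchange gave means of log2 fold changes with the opposite sign of 2.35 at 1 h for group 2 in w1118, 0.817 at 1 h for group 5 in w1118, -0.0377 at 1 h, -0.642 at 6 h and -0.688 at 24 h for the miR-2a to miR-2b cluster in w1118, 3.19 at 1 h, 0.616 at 6 h and 0.884 at 24 h for the miR-6 to miR-309 cluster in w1118, -0.114 at 1 h, -0.118 at 6 h and -0.469 at 24 h for the miR-277 to miR-34 cluster in w1118, -0.989 at 6 h for the miR-13b to miR-2c cluster in w1118, -0.811 at 6 h for the miR-100 to miR-125 cluster in w1118, -0.465 at 6 h for the miR-314 to miR-956 cluster in w1118, -1.57 at 24 h for group 6 in w1118, -2.45 at 24 h for the miR-310 to miR-313 cluster in w1118, -0.582 at 1 h for group 2 in yw, -0.0703 at 1 h for group 5 in yw and 1.27 at 24 h for group 6 in yw. The exchange gave means of log2 fold changes no longer past the threshold of -0.148 at 1 h for group 1 in yw and -0.528 at 24 h for group 4 in yw. The exchange gave log2 fold changes with the opposite sign of 0.656 at 1 h for miR-277-3p in w1118, -1.42 at 24 h for miR-34-5p in w1118, -1.88 at 6 h and -1.01 at 24 h for miR-34-3p in w1118, -0.145 at 1 h and -0.305 at 6 h for miR-317-3p in w1118, 0.595 at 1 h for let-7-5p in w1118, 0.239 at 6 h and 0.332 at 24 h for miR-314-3p in w1118, 0.715 at 6 h for miR-956-3p in w1118, 1.27 at 1 h and 1.34 at 6 h for miR-308-5p in w1118, 1.46 at 24 h for miR-5-5p in w1118, 0.394 at 6 h and 0.954 at 24 h for miR-286-3p in w1118, 3.36 at 1 h, 0.981 at 6 h and 2.40 at 24 h for miR-6-1-3p in w1118, 1.65 at 1 h, 1.77 at 6 h and 2.13 at 24 h for miR-14-3p in w1118, -0.180 at 1 h, -1.91 at 6 h and -0.245 at 24 h for miR-14-3p in yw, -2.46 at 6 h and -0.713 at 24 h for miR-14-5p in w1118 and 0.789 at 6 h and 1.22 at 24 h for miR-14-5p in yw. The exchange gave tree height differences with the opposite sign of 9.61 for hsp70-. The exchange gave changes of the log2 ratio of the miR-14 arms beyond the spread of replicates of 5.12 at 1 h for w1118 and 1.03 at 1 h for yw.

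Fitting only the groups compared leaves fewer libraries to estimate the spread between replicates, which could move counts either way. Separate fits gave 47 strain differences between w1118 and hsp70- at control, 16 at 6 h and 0 at 24 h, 20 between yw and hsp70- at control, 3 at 1 h and 18 at 24 h, and 5 between w1118 and yw at 1 h and 1 at 24 h. Separate fits gave 41 changes from control in w1118 at 6 h and 0 at 24 h, 8 in hsp70- at 6 h, and 23 in yw at 1 h, 17 at 6 h and 27 at 24 h. Separate fits gave 19 response differences between w1118 and hsp70- at 1 h, 18 between w1118 and yw at 1 h, 40 at 6 h and 0 at 24 h, and 22 between yw and hsp70- at 1 h. Separate fits gave 60.5% of later differences also present at control at 1 h and 36.8% at 24 h. Separate fits gave 6.09% of class 1 differences remaining at 24 h. Separate fits gave 1 changed time course in w1118, 20 in hsp70-, 62 in yw, and 0 in all 3 strains. Separate fits gave log2 fold changes with the opposite sign of -0.0932 at 1 h for miR-5-5p in w1118.

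The Wald test of DESeq2 treats its dispersion as known, which could give more calls with 2 replicates. DESeq2 gave 12 strain differences between yw and hsp70- at control and 7 at 24 h, 19 between w1118 and hsp70- at 24 h, and 15 between w1118 and yw at 24 h. DESeq2 gave 28 changes from control in w1118 at 6 h, 8 in hsp70- at 6 h, and 18 in yw at 6 h and 17 at 24 h. DESeq2 gave 8 response differences between w1118 and hsp70- at 1 h and 21 at 6 h, 22 between yw and hsp70- at 1 h, 7 at 6 h and 1 at 24 h, and 10 between w1118 and yw at 24 h. DESeq2 gave log2 fold changes with the opposite sign of 0.0196 at 1 h for miR-14-3p in hsp70- and 0.0269 at 1 h for miR-286-3p between w1118 and yw.

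Thinning every library to 947183 counts was added after seeing the data and lowers the counts behind the deeper groups, so that small differences could drop out. Thinning gave 0 strain differences between yw and hsp70- at 1 h and 4 at 24 h. Thinning gave 1 change from control in w1118 at 1 h and 1 at 24 h, 1 in hsp70- at 6 h, and 9 in yw at 1 h. Thinning gave 0 response differences between w1118 and hsp70- at 6 h, 1 between yw and hsp70- at 6 h, and 1 between w1118 and yw at 24 h.

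On the authors' RPM with a pseudocount of 0.1, limma weighs low values more. Limma with 0.1 gave 1 strain difference between yw and hsp70- at 6 h and 4 at 24 h. Limma with 0.1 gave 13 changes from control in w1118 at 1 h, 29 in hsp70- at 1 h, 16 at 6 h and 1 at 24 h, and 26 in yw at 1 h and 14 at 24 h. Limma with 0.1 gave 2 response differences between w1118 and hsp70- at 1 h and 0 at 6 h.

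On the authors' RPM with a pseudocount of 1, low values are drawn together, and the RPM denominator also holds reads outside miRNAs. Limma with 1 gave 1 strain difference between w1118 and hsp70- at 24 h, and 2 between w1118 and yw at 24 h. Limma with 1 gave 12 changes from control in w1118 at 1 h, 29 in hsp70- at 1 h and 11 at 6 h, and 25 in yw at 1 h and 16 at 6 h. Limma with 1 gave 2 response differences between w1118 and hsp70- at 1 h, 12 at 6 h and 2 at 24 h. Limma with 1 gave 4.71% of class 1 differences remaining at 24 h. Limma with 1 gave log2 fold changes with the opposite sign of -0.198 at 6 h and -0.0657 at 24 h for miR-277-3p in w1118, -0.441 at 24 h for miR-34-3p in w1118, -0.132 at 6 h for miR-317-3p in w1118, -0.0625 at 24 h for miR-956-3p in w1118, -0.168 at 24 h for miR-308-5p in w1118, -1.06 at 1 h for miR-5-5p in w1118 and -1.31 at 1 h for miR-286-3p in w1118.

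Summing the copies of 1 mature miRNA leaves 172 rows. Merging gave 3 strain differences between w1118 and yw at 24 h. Merging gave 0 changes from control in w1118 at 24 h. Merging gave 7 response differences between w1118 and yw at 1 h and 0 at 24 h, and 6 between w1118 and hsp70- at 6 h. Merging gave 88.9% of later differences also present at control at 24 h.

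Scaling by total counts without TMM shifts whole libraries against each other, so changes in 1 direction could gain or lose calls together. Plain totals gave 6 strain differences between yw and hsp70- at 24 h. Plain totals gave 10 changes from control in w1118 at 1 h and 2 at 6 h, and 29 in hsp70- at 1 h and 15 at 6 h. Plain totals gave 7 response differences between w1118 and yw at 1 h and 0 at 24 h. Plain totals gave 40.9% of later differences also present at control at 24 h. Plain totals gave 20 changed time courses in hsp70-, and 6 in all 3 strains. Plain totals gave means of log2 fold changes with the opposite sign of -0.149 at 1 h for the miR-310 to miR-313 cluster in w1118, -0.154 at 1 h for the miR-994 to miR-318 cluster in w1118, -0.545 at 1 h for the miR-277 to miR-34 cluster in w1118, -0.0564 at 6 h for the miR-13b to miR-2c cluster in w1118, -0.271 at 6 h for the miR-100 to miR-125 cluster in w1118, -0.280 at 6 h for the miR-314 to miR-956 cluster in w1118 and -0.414 at 24 h for the miR-2a to miR-2b cluster in w1118. Plain totals gave means of log2 fold changes now past the threshold of -0.981 at 24 h for group 4 in w1118 and -1.41 at 1 h for group 5 in hsp70-. Plain totals gave means of log2 fold changes no longer past the threshold of -1.19 at 24 h for group 4 in hsp70- and -0.730 at 1 h for group 1 in yw. Plain totals gave log2 fold changes with the opposite sign of -0.00743 at 24 h for miR-277-3p in w1118, -0.00254 at 24 h for miR-956-3p in w1118, -0.00908 at 24 h for miR-308-5p in w1118, -0.314 at 1 h for miR-5-5p in w1118 and -0.248 at 1 h for miR-286-3p in w1118.

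The size factors of DESeq2 in place of TMM also shift whole libraries. Size factors gave 1 change from control in w1118 at 24 h, and 1 in hsp70- at 6 h. Size factors gave 14 response differences between w1118 and hsp70- at 6 h. Size factors gave means of log2 fold changes with the opposite sign of -0.0295 at 1 h for the miR-277 to miR-34 cluster in w1118, -0.0106 at 6 h for the miR-314 to miR-956 cluster in w1118 and -0.0794 at 24 h for the miR-2a to miR-2b cluster in w1118. Size factors gave means of log2 fold changes no longer past the threshold of -1.03 at 24 h for group 4 in hsp70- and -0.511 at 1 h for group 1 in yw. Size factors gave log2 fold changes with the opposite sign of 0.0196 at 1 h for miR-14-3p in hsp70- and 0.0268 at 1 h for miR-286-3p between w1118 and yw.

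A block for the replicate number takes out what the libraries of the same number share. The block gave 0 changes from control in w1118 at 24 h. The block gave 10 response differences between w1118 and hsp70- at 6 h. The block gave means of log2 fold changes with the opposite sign of -0.00901 at 1 h for the miR-277 to miR-34 cluster in w1118 and -0.0237 at 24 h for the miR-2a to miR-2b cluster in w1118. The block gave log2 fold changes with the opposite sign of -0.361 at 1 h for miR-5-5p in w1118 and 0.0367 at 1 h for miR-14-3p in hsp70-.

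A linear fold change of 1.5 is a lower threshold than the log2 fold change of 1.5. A linear threshold gave 7 changes from control in w1118 at 24 h.

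Calls shared by edgeR and DESeq2 resemble the rule in the paper's methods, which used DESeq and applied to comparisons between strains. Calls by both tools gave 2 changes from control in w1118 at 24 h.

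The regression follows the paper's description, with a quadratic in time. Stepwise regression gave 16 changed time courses in hsp70-, and 13 in all 3 strains.

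On the authors' log2(RPM + 1), the means over groups and clusters carry no TMM factor. Log2(RPM + 1) gave means of log2 fold changes now past the threshold of -1.51 at 1 h for group 2 in w1118, -1.30 at 24 h for group 4 in w1118 and -1.45 at 1 h for group 5 in hsp70-. Log2(RPM + 1) gave means of log2 fold changes with the opposite sign of -0.0796 at 1 h for the miR-310 to miR-313 cluster in w1118, -0.342 at 1 h and -0.00256 at 6 h for the miR-994 to miR-318 cluster in w1118, -0.678 at 1 h for the miR-277 to miR-34 cluster in w1118, -0.344 at 6 h for the miR-13b to miR-2c cluster in w1118, -0.425 at 6 h for the miR-100 to miR-125 cluster in w1118, -0.484 at 6 h for the miR-314 to miR-956 cluster in w1118 and -0.760 at 24 h for the miR-2a to miR-2b cluster in w1118. Log2(RPM + 1) gave means of log2 fold changes no longer past the threshold of -1.01 at 24 h for group 4 in hsp70-.

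With log2(RPM + 0.1) in place of log2(RPM + 1), low values weigh more. Log2(RPM + 0.1) gave means of log2 fold changes with the opposite sign of -0.0792 at 1 h for the miR-310 to miR-313 cluster in w1118, -0.342 at 1 h and -0.00256 at 6 h for the miR-994 to miR-318 cluster in w1118, -0.680 at 1 h for the miR-277 to miR-34 cluster in w1118, -0.347 at 6 h for the miR-13b to miR-2c cluster in w1118, -0.479 at 6 h for the miR-100 to miR-125 cluster in w1118, -0.484 at 6 h for the miR-314 to miR-956 cluster in w1118 and -0.769 at 24 h for the miR-2a to miR-2b cluster in w1118. Log2(RPM + 0.1) gave means of log2 fold changes now past the threshold of -1.35 at 24 h for group 4 in w1118 and -1.49 at 1 h for group 5 in hsp70-. Log2(RPM + 0.1) gave means of log2 fold changes no longer past the threshold of -1.05 at 24 h for group 4 in hsp70-.

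Each library of the groups behind a value was also left out in turn, which leaves 1 library in its group. Strain differences ranged from 1 to 28 between w1118 and hsp70- at control, from 6 to 34 between w1118 and yw at control, from 1 to 8 between yw and hsp70- at control, from 19 to 28 between w1118 and hsp70- at 1 h, from 9 to 18 between w1118 and yw at 1 h, from 0 to 3 between yw and hsp70- at 1 h, from 2 to 26 between w1118 and hsp70- at 6 h and from 2 to 14 between w1118 and yw at 6 h. Others ranged from 0 to 14 between w1118 and hsp70- at 24 h, from 1 to 20 between w1118 and yw at 24 h and from 1 to 3 between yw and hsp70- at 24 h. Changes from control ranged from 2 to 6 in w1118 at 1 h, from 0 to 10 in w1118 at 6 h, from 0 to 11 in w1118 at 24 h, from 0 to 12 in hsp70- at 1 h, from 0 to 1 in hsp70- at 6 h, from 6 to 15 in yw at 1 h, from 4 to 10 in yw at 6 h and from 0 to 8 in yw at 24 h. Response differences ranged from 2 to 15 between w1118 and yw at 1 h, from 2 to 15 between yw and hsp70- at 1 h, from 0 to 13 between w1118 and hsp70- at 6 h, from 2 to 13 between w1118 and yw at 6 h, from 1 to 6 between yw and hsp70- at 6 h and from 0 to 25 between w1118 and yw at 24 h. Changed time courses ranged from 2 to 14 in hsp70-, from 1 to 3 in all 3 strains, from 37 to 79 in any strain, from 12 to 62 in w1118 and from 16 to 30 in yw. Mean log2 fold changes ranged from -1.73 to -1.001 for group 3 in hsp70- at 1 h, from -1.22 to -0.928 for group 4 in hsp70- at 24 h, from -0.603 to 0.300 for group 6 in hsp70- at 24 h, from -1.04 to -0.893 for group 3 in w1118 at 1 h, from -0.534 to 0.521 for group 5 in w1118 at 1 h, from -0.141 to 1.50 for the miR-310 to miR-313 cluster in w1118 at 1 h, from -2.51 to 0.329 for the miR-6 to miR-309 cluster in w1118 at 1 h and from -0.183 to 0.288 for the miR-277 to miR-34 cluster in w1118 at 1 h. Others ranged from -0.314 to 0.341 for the miR-100 to miR-125 cluster in w1118 at 1 h, from -0.0427 to 0.517 for the miR-13b to miR-2c cluster in w1118 at 6 h, from -0.204 to 0.451 for the miR-100 to miR-125 cluster in w1118 at 6 h, from -0.0657 to 0.305 for the miR-314 to miR-956 cluster in w1118 at 6 h, from -1.61 to -0.120 for group 4 in w1118 at 24 h, from 0.0916 to 1.82 for group 6 in w1118 at 24 h, from -1.68 to 0.252 for the miR-13b to miR-2c cluster in w1118 at 24 h and from -0.980 to 0.431 for the miR-2a to miR-2b cluster in w1118 at 24 h. Further ranges ran from -1.9e-05 to 1.34 for the miR-277 to miR-34 cluster in w1118 at 24 h, from -0.601 to 0.331 for the miR-100 to miR-125 cluster in w1118 at 24 h, from -0.790 to -0.565 for group 1 in yw at 1 h, from 1.94 to 3.55 for group 2 in yw at 1 h, from -1.69 to -1.30 for group 4 in yw at 24 h and from -1.82 to -1.17 for group 6 in yw at 24 h. Log2 fold changes of single miRNAs ranged from -1.12 to 0.0170 for miR-34-3p in w1118 at 1 h, from -1.51 to 1.44 for miR-34-3p in w1118 at 24 h, from -0.420 to 0.446 for miR-317-3p in w1118 at 24 h, from -0.921 to 0.399 for let-7-5p in w1118 at 1 h, from -0.660 to 0.486 for miR-956-3p in w1118 at 1 h, from -0.902 to 0.189 for miR-956-3p in w1118 at 6 h, from -0.258 to 1.13 for miR-956-3p in w1118 at 24 h and from -0.216 to 0.908 for miR-308-5p in w1118 at 24 h. Others ranged from -1.95 to 1.08 for miR-5-5p in w1118 at 1 h, from -2.47 to 1.24 for miR-286-3p in w1118 at 1 h, from -1.21 to 0.327 for miR-14-3p in w1118 at 24 h, from -0.402 to 0.347 for miR-14-3p in hsp70- at 1 h, from -0.215 to 0.524 for miR-14-5p in hsp70- at 24 h, from -3.65 to 0.0633 for miR-286-3p between w1118 and hsp70- at 1 h, from -2.89 to 0.826 for miR-286-3p between w1118 and yw at 1 h and from -1.76 to 1.98 for miR-5-5p between w1118 and hsp70- at 1 h. Further ranges ran from -0.496 to 2.53 for miR-5-5p between w1118 and yw at 1 h and from -1.99 to 0.277 for miR-5-5p between yw and hsp70- at 1 h. Counts fell in most of these fits and rose to 62 changed time courses in w1118 without w1118 24 h replicate 2, so the spread of that group could hold calls back.

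Depth limits the results at 24 h and at control most, since the hsp70- 24 h libraries hold 1020094 and 1089570 counts, the yw 24 h libraries 947183 and 1928588, and the yw control libraries 1376712 and 1491850. In these libraries, a miRNA below the 3 counts of the total cannot be told from 0, so the fitted size of a change from or to 0 is uncertain. For miR-1004-5p and miR-968-5p, the log2 fold changes depend on how 0 counts are treated for this reason.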

Differences from the paper's values

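The F test found a changed time course for 50 miRNAs in any strain, where the paper's count is 88. A gap between 2 counts was taken as closed when the larger was at most 1.5 times the smaller. Of the alternatives set before the files arrived, 3 closed this gap. These were no count filter (106), the replicate block (61) and only the groups compared in a fit (68). In all 3 strains the count was 3 against the paper's 44, and none of these alternatives closed the gap. In exactly 2 strains it was 12 against the paper's 28, and only the absence of a count filter closed the gap, with 31. In exactly 1 strain it was 35 against the paper's 16, and the gap closed with at least 50 counts in every library (14) and with the stepwise regression (12) but not otherwise. For w1118 it was 26 against the paper's count of about 73 in Fig. 4a, read by eye, and only the absence of a count filter closed the gap, with 66. For hsp70- it was 8 against the paper's count of about 65 in Fig. 4a, read by eye, and none of the alternatives closed the gap. For yw it was 34 against the paper's count of about 66 in Fig. 4a, read by eye, which no count filter (69) and only the groups compared in a fit (62) closed and the others did not.

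Class 1 miRNAs differing between w1118 and hsp70- at control numbered 31 against the paper's count of about 17 in Fig. S2, read by eye. The gap closed with total miRNA counts only (25) and with copies merged (25) but under no other alternative set before the files arrived. At 1 h they numbered 15 against the paper's count of about 1 in Fig. S2, read by eye, and no alternative closed this gap. They numbered 0 with the names w1118 and yw exchanged, chosen after seeing the values, and 2 with at least 50 counts in every library. At 6 h they numbered 4 against the paper's count of about 0 in Fig. S2, read by eye, and the only setting that closed the gap, with 0, was the exchange of the names w1118 and yw, which was chosen after seeing the values. Between w1118 and yw at 24 h, 5 differed against the paper's count of about 13 in Fig. S2, read by eye, and only the absence of a count filter closed the gap, with 11.

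Between yw and hsp70- at control, 6 class 1 miRNAs differed against the paper's count of about 27 in Fig. S2, read by eye. Of the alternatives set before the files arrived, no count filter (22) and only the groups compared in a fit (20) closed the gap, and exchanging the names w1118 and yw, chosen after seeing the values, gave 31. At 1 h, 0 differed against the paper's count of about 14 in Fig. S2, read by eye. None of the earlier alternatives closed this gap, and the exchange of names, chosen after seeing the values, gave 15. At 6 h, 0 differed against the paper's count of about 1 in Fig. S2, read by eye, and only the absence of a count filter closed the gap, with 1. At 24 h, 1 differed against the paper's count of about 5 in Fig. S2, read by eye. No count filter (4) and only the groups compared in a fit (6) closed the gap, as did the exchange of names, chosen after seeing the values, with 4.

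Counting miRNAs of any class, w1118 and hsp70- differed in 34 at 1 h against the paper's count of about 2 in Fig. S2, read by eye. No alternative closed the gap by the ratio of 1.5. They differed in 1 with the names w1118 and yw exchanged, chosen after seeing the values. At 6 h they differed in 32 against the paper's count of about 0 in Fig. S2, read by eye, and only the exchange of names, chosen after seeing the values, closed the gap, with 0. At 24 h they differed in 4 against the paper's count of about 14 in Fig. S2, read by eye, and no count filter (20) and the DESeq2 Wald test (19) closed the gap. For w1118 and yw at 24 h the count was 9 against the paper's count of about 18 in Fig. S2, read by eye. Total miRNA counts only (12), no count filter (23) and the DESeq2 Wald test (15) closed this gap and the other alternatives did not. For yw and hsp70- at 1 h it was 1 against the paper's count of about 23 in Fig. S2, read by eye, and only the exchange of names, chosen after seeing the values, closed the gap, with 34. At 6 h it was 0 against the paper's count of about 20 in Fig. S2, read by eye, and nothing closed the gap. It was 32 with the names exchanged, chosen after seeing the values. At 24 h it was 2 against the paper's count of about 12 in Fig. S2, read by eye, and no count filter (13) and only the groups compared in a fit (18) closed the gap.

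The mean of miR-14-3p in w1118 at control was 2071 RPM against the paper's value of about 400 in Fig. 5d, read by eye, and in yw it was 372 RPM against the paper's value of about 2100 in Fig. 5d, read by eye. The mean of miR-14-5p in w1118 at control was 2280 RPM against the paper's value of about 6900 in Fig. 5d, read by eye, and in yw it was 6789 RPM against the paper's value of about 2300 in Fig. 5d, read by eye. None of the alternatives set before the files arrived closed these gaps. Exchanging the names w1118 and yw, chosen after seeing the values, gave 372 and 2071 RPM for miR-14-3p and 6789 and 2280 RPM for miR-14-5p, in the same order, and closed all 4 gaps.

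The paper describes w1118 and hsp70- as nearly identical at 6 h and as having fewer differences from each other than from yw. In the files they differed in 32 miRNAs at 6 h, and hsp70- and yw differed in 0. The paper has the 2 related strains clustering together apart from yw at most times. In the files the 4 groups of w1118 formed 1 branch and hsp70- and yw shared the other. The miRNAs clustered were chosen as differing between strains, mostly from w1118, so part of this split can come from the choice. The paper places w1118 at 1 h nearer to yw than to its own other times. Its nearest group here was w1118 at control (distance 10.6, against 15.4 to yw at 1 h). For yw, which the paper calls the more stable strain, the mean distance between its own times was 15.0, against 13.0 in w1118 and 11.8 in hsp70-. With the names exchanged, chosen after seeing the values, w1118 and hsp70- differed in 0 miRNAs at 6 h and the separate branch was that of yw. The distance of yw was then 13.0 and that of w1118 15.0. The height at which w1118 at 1 h joined yw at 1 h still exceeded the mean for its own other times, by 8.0.

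Group 2 rose early in w1118 in the paper and had a mean log2 fold change of -0.58 at 1 h in the files, while in yw, where the paper has the opposite trend, it was 2.35. Group 6 rose in yw and fell in w1118 in the paper, and in the files it was -0.76, -0.68 and -1.57 in yw and 1.06, 1.94 and 1.27 in w1118 at 1, 6 and 24 h. The paper counts group 5 among those that fall early, and in yw it was 0.82 at 1 h, 0.99 at 6 h and -0.16 at 24 h. In hsp70- it was -0.93 at 1 h, in the paper's direction but not past the threshold. In w1118, where the paper describes a modest rise or steady levels, it was -0.07 at 1 h, near to steady. With the names w1118 and yw exchanged, chosen after seeing the values, group 2 at 1 h was 2.35 in w1118 and -0.58 in yw. Group 6 at 24 h was then -1.57 in w1118 and 1.27 in yw, and group 5 at 1 h was 0.82 in w1118 and -0.07 in yw.

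In w1118 the paper has miR-277 rising and miR-34 falling after HS. The log2 fold change of miR-277-3p was -0.52 at 1 h, opposite to the paper, and 0.40 at 6 h and 0.46 at 24 h, in the paper's direction, none of them past the threshold. Those of miR-34-5p were 1.22, 2.50 and 1.73 at these times, and only the value at 6 h was past the threshold. The paper has miR-14-3p rising in w1118 and stable in yw, and its log2 fold changes at 1, 6 and 24 h were -0.18, -1.91 and -0.24 in w1118 and 1.65, 1.77 and 2.13 in yw. The paper states that miR-308-5p and miR-6-3p rose, and in w1118 miR-308-5p had -1.86, -0.62 and 0.45 and miR-6-1-3p had -0.84, -3.66 and -0.94, none of them past the threshold. Members of the miR-310 to miR-313 cluster fell in the paper, and their mean log2 fold change in w1118 was 0.43 at 1 h, 1.27 at 6 h and 0.89 at 24 h. With the names w1118 and yw exchanged, chosen after seeing the values, this mean was 0.20, 0.01 and -2.45. In w1118, miR-14-3p then changed by 1.65, 1.77 and 2.13. The exchange also gave rises of miR-277-3p, miR-308-5p and miR-6-1-3p at 1, 6 and 24 h, and a fall of miR-34-5p at 24 h only.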

Other observations

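The strain values differ from the paper's mainly where w1118 and yw are concerned, and a candidate explanation is that these 2 names are exchanged, either in the sample labels or in the paper's figures. The test used the 205 coloured entries of Fig. S2, each of which gives the sign of a difference between 2 strains. With the names as in the labels, 89 of 205 entries had the same sign in the files (43.4%, 95% Wilson interval 36.8 to 50.3%). With the names exchanged, 205 of 205 had the same sign (100%, interval 98.2 to 100%). The other 4 ways to assign the 3 names gave 36, 43, 90 and 152 of 205. The prediction was written after the exchange had been suspected from the values, and some counts had been looked at before the figure was read by eye. The entries are not independent, since a miRNA appears in several comparisons. The test cannot tell whether the labels or the figure hold the exchange, or whether both name the strains in ways that differ for another reason. No sample was moved to another strain because of it, and the text keeps the names of the labels.

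The fall of strain differences among class 1 miRNAs could come from choosing them at control. In that case the reverse count should show a fall of the same size. Of the differences at control, 19.0% remained over the 3 later times (95% Wilson interval 14.5 to 24.6%, 44 of 231). The 231 count each of the 77 control differences at 3 times, and a miRNA can enter for more than 1 pair of strains. All Wilson intervals here treat such repeats as independent and are too narrow. Of the differences at these times, 34.4% were present at control (34.375%, 26.7 to 43.0%, 44 of 128). This is above that interval, which is too narrow to judge it by. Taken by time, the reverse share was 42.1% at 1 h and 17.9% at 6 h, both inside the intervals of the forward share (21.9 to 42.2% and 7.2 to 22.3%), so at these times the fall cannot be told apart from the choice of miRNAs. At 24 h the reverse share was 66.7%, above its interval of 7.2 to 22.3%, but it rests on 10 of 15 differences and on the w1118 24 h libraries, which scatter most. Both shares count the same miRNAs in their numerator, so the comparison reduces to fewer differences after HS than at control. After thinning every library there were still 19 more differences at control than at 1 h, so depth may not account for that. Both predictions were written together with the command for the first fit, after raw counts and correlations of libraries had been looked at but not these results. The split by time was added after the pooled value had been seen.

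The 2 w1118 libraries at 24 h had an RMS difference of 1.60, the largest of all replicate pairs. Over 8 miRNAs that separate the other w1118 libraries from both other strains, a score was formed in which 0 is the mean of the other strains on the log2 scale. Replicate 1 scored 1.20 and replicate 2 scored 2.80, while the 6 other w1118 libraries lay between 2.83 and 3.31 and the libraries of the other strains between -0.81 and 0.85. With miR-276a-5p and miR-276b-5p, which are copies, counted once, the scores of the 2 replicates were 1.41 and 2.72. A mislabelled sample cannot be excluded or shown by the score of 1.20. The shortfall of 1.63 from the lowest other w1118 library restates this score and is no evidence for a mixed sample. The single miRNAs show that the mean is no level shared by all of them. If 1 share of RNA from another strain were mixed in, each miRNA should lie at a similar share of the way from the mean of the other strains to replicate 2. Over the 5 miRNAs that are higher in w1118 this share ranged from -4.0% for miR-318-5p to 104.3% for miR-1012-5p, with -1.6% for miR-276a-5p and 66.1% for miR-1004-5p. A mixture with a single share does not give such a range, and the counts of miR-318-5p and miR-2494-3p were low. All predictions for these libraries were written after their values had been seen. The totals of the 2 libraries differ by a ratio of 1.06, less than in most replicate pairs, so depth may not explain the distance. No biological explanation was tested, as both libraries have the same condition.

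Members of the miR-6 to miR-309 cluster rose and fell together between replicates. Over the 12 groups, the differences between replicates of miR-286-3p and miR-5-5p had a Pearson r of 0.869 (permutation p = 0.00047) and a Spearman rho of 0.832 (permutation p = 0.0015), with adjusted values of 0.0019 and 0.0031 over the 4 p values of the 2 relations tested. Without the 2 groups farthest from the median r was 0.648. This is in line with 1 shared source that varies between replicates, such as the number of eggs or embryos carried by the females, which the files cannot measure. A shared primary transcript would give the same pattern. The relation of miR-286-3p to the total count of the library had an r of 0.184 (permutation p = 0.533) and a rho of 0.252 (permutation p = 0.430), but r was 0.569 without the 2 farthest groups, so depth cannot be excluded. The sign of each difference depends on which library is called replicate 1. No batches are known within which the relation could be recomputed. Both predictions were written after the pattern had been seen.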
